# TCR Affinity Associated with Functional Differences between Dominant and Subdominant SIV Epitope-Specific CD8^+^ T Cells in Mamu-A*01 ^+^ Rhesus Monkeys

**DOI:** 10.1371/journal.ppat.1004069

**Published:** 2014-04-17

**Authors:** Christa E. Osuna, Ana Maria Gonzalez, Hsun-Hsien Chang, Amy Shi Hung, Elizabeth Ehlinger, Kara Anasti, S. Munir Alam, Norman L. Letvin

## Abstract

Many of the factors that contribute to CD8^+^ T cell immunodominance hierarchies during viral infection are known. However, the functional differences that exist between dominant and subdominant epitope-specific CD8^+^ T cells remain poorly understood. In this study, we characterized the phenotypic and functional differences between dominant and subdominant simian immunodeficiency virus (SIV) epitope-specific CD8^+^ T cells restricted by the major histocompatibility complex (MHC) class I allele Mamu-A*01 during acute and chronic SIV infection. Whole genome expression analyses during acute infection revealed that dominant SIV epitope-specific CD8^+^ T cells had a gene expression profile consistent with greater maturity and higher cytotoxic potential than subdominant epitope-specific CD8^+^ T cells. Flow-cytometric measurements of protein expression and anti-viral functionality during chronic infection confirmed these phenotypic and functional differences. Expression analyses of exhaustion-associated genes indicated that LAG-3 and CTLA-4 were more highly expressed in the dominant epitope-specific cells during acute SIV infection. Interestingly, only LAG-3 expression remained high during chronic infection in dominant epitope-specific cells. We also explored the binding interaction between peptide:MHC (pMHC) complexes and their cognate TCRs to determine their role in the establishment of immunodominance hierarchies. We found that epitope dominance was associated with higher TCR:pMHC affinity. These studies demonstrate that significant functional differences exist between dominant and subdominant epitope-specific CD8^+^ T cells within MHC-restricted immunodominance hierarchies and suggest that TCR:pMHC affinity may play an important role in determining the frequency and functionality of these cell populations. These findings advance our understanding of the regulation of T cell immunodominance and will aid HIV vaccine design.

## Author Summary

MHC-restricted CD8^+^ T cell populations that bind viral proteins are often present at different frequencies. It is thought that those virus-specific CD8^+^ T cells that are present at the highest frequency are predominantly responsible for eliciting control of viral infections. While the number of virus-specific CD8^+^ T cells is undoubtedly important, the functionality of these cells may also play an anti-viral role. It is not known if high-frequency virus-specific CD8^+^ T cells are more functionally effective against viral infection than those present at low frequencies. In this study, we characterized the functional differences between the SIV-specific cells present at high versus low frequencies in rhesus monkeys infected with simian immunodeficiency virus (SIV). We found that the high- and low-frequency SIV-specific cells had different functional capacities during acute and chronic SIV infection. We also found that the affinity with which a cell interacts with viral proteins may contribute to these functional differences. These findings further our understanding of anti-viral immune responses and may help to inform HIV vaccine development.

## Introduction

Virus-specific CD8^+^ T cells contribute to the control of HIV and SIV replication [1], [2] and are therefore an important component of a protective immunity. In infected or vaccinated individuals, the frequencies of different viral epitope-specific CD8^+^ T cells vary considerably [3], [4]. Epitopes restricted by the same MHC Class I allele can be ranked in an immunodominance hierarchy based on the relative frequencies of their respective epitope-specific CD8^+^ T cells [5]. The determinants of immunodominance hierarchies have been explored in the past in efforts to enhance the magnitude of particular epitope-specific CD8^+^ T cell responses through vaccination [6], [7]. However, such investigations have primarily focused on determining the mechanisms underlying the establishment of immunodominance [8]–[12]; less is known about the resulting functional differences between dominant and subdominant epitope-specific CD8^+^ T cells.

CD8^+^ T cell polyfunctionality is often associated with superior viral control [13]. Numerous studies have reported that individuals with superior control of HIV replication and delayed disease progression have higher frequencies of polyfunctional CD8^+^ T cells and therefore such cells are thought to be an important component of a protective immune response during HIV infection [14]–[17]. Therefore, HIV vaccine development is particularly focused on the identification of vaccine strategies that will generate highly polyfunctional, and therefore protective, responses [18]. In order to do so, a better understanding of the factors that contribute to the polyfunctionality of a CD8^+^ T cell response is needed.

Few studies have evaluated the functional differences between dominant and subdominant epitope-specific CD8^+^ T cells. Studies in DNA-immunized mice showed that subdominant epitope-specific CD8^+^ T cells were less cytotoxic, but produced more cytokines, than dominant epitope-specific CD8^+^ T cells during acute infection [19]. Moreover, a cryptic epitope-specific CD8^+^ T cell population exhibited an altered maturation phenotype when compared to cells comprising the dominant response [20]. A study of the functionality of CD8^+^ T cells within the HLA-B27-restricted immunodominance hierarchy in HIV-infected individuals found higher-frequency epitope-specific CD8^+^ T cells were associated with superior *in vitro* viral suppression; although, subsequent functional studies could not identify a particular function associated with this suppressive capacity [21]. Additional knowledge of functional differences between dominant and subdominant epitope-specific CD8^+^ T cell responses is needed for enhancing CD8^+^ T cell epitope-specific responses by vaccination.

In the present studies, we performed longitudinal gene expression analysis in SIV-infected Mamu-A*01 ^+^ rhesus monkeys to assess potential functional differences between dominant and subdominant epitope-specific CD8^+^ T cells during acute infection. We demonstrate that dominant epitope-specific CD8^+^ T cells display gene expression patterns consistent with a more mature phenotype and harbor greater cytotoxic potential than subdominant epitope-specific CD8^+^ T cells during acute infection. Protein expression analyses of CD8^+^ T cells sampled during chronic infection confirmed the presence of these functional differences between dominant and subdominant epitope-specific CD8^+^ T cells. Finally, dominant and subdominant epitope TCR:pMHC affinities were correlated with relative immunodominance. These findings advance our understanding of the basis underlying immunodominance and may better inform T cell-based HIV vaccine design.

## Results

### p11C- and p54AS-specific CD8^+^ T cell frequencies and viral loads during acute SIVmac251 infection

We infected six Mamu-A*01 ^+^ rhesus monkeys with SIVmac251. The Mamu-A*01-restricted dominant SIV Gag p11C- and subdominant SIV Env p54AS-specific CD8^+^ T cells were quantified and sorted by flow cytometry on days 14, 21, 28, 35, 42, 56, and 70 post-inoculation. The Mamu-A*01-restricted CD8^+^ T cell response is one of the best characterized CD8^+^ T cell responses in SIV-infected rhesus monkeys [22], [23]. The p11C epitope (Gag CM9) has been used widely as a model dominant epitope in studies of SIV-specific immunity [24]–[26]. p54AS (Env TL9) is a well-described subdominant epitope that, from our experience, was the most likely to be elicited in all Mamu-A*01 ^+^ rhesus monkeys at a frequency that was high enough such that we could collect sufficient numbers of cells to facilitate our gene expression measurements.

The differences in frequency between the p11C- and p54AS-specific CD8^+^ T cells were apparent upon detection in the peripheral blood (day 14) and were maintained throughout the duration of infection (Figure 1A and Figure S1). The plasma viral loads peaked at approximately 7 logs of viral RNA copies/mL by day 14 and reached setpoint of approximately 5.5 logs of viral RNA/mL by day 28 (Figure 1B).

**Figure 1:**
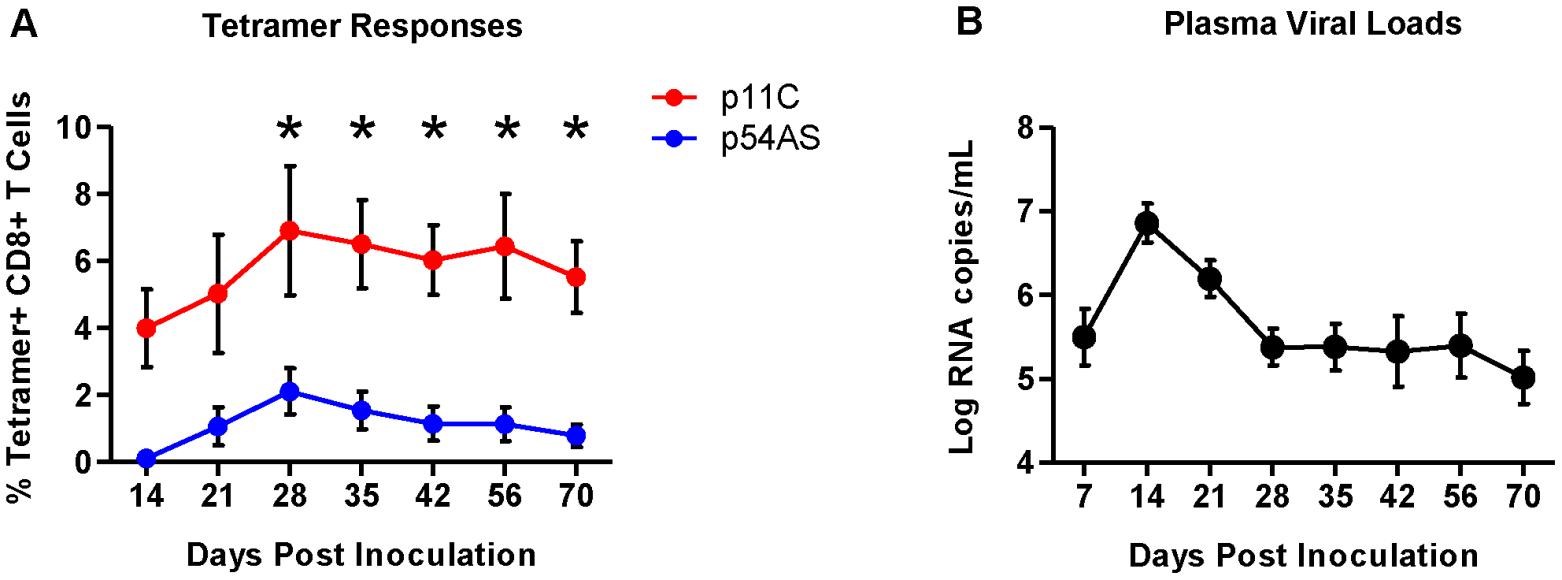
Frequencies of p11C- and p54AS-specific CD8^+^ T cells and plasma viral loads during primary infection. A) Mean frequencies of the p11C- and p54AS-specific CD8^+^ T cells in peripheral blood. * significant at *p*≤0.05. B) Plasma SIV RNA levels in the peripheral blood.

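RNA of p11C- and p54AS-specific CD8+ T cells, sorted by tetramer from 6 Mamu-A*01-positive rhesus monkeys infected with SIVmac251, was hybridised to 90 single-colour bead arrays that carry probes for human transcripts. The arrays comprised 46 of p11C-specific cells and 44 of p54AS-specific cells, taken between day 14 and day 70 and in late chronic infection, which the labels give as day 210 and the paper as week 31 or 32. An array of p54AS-specific cells of animal 4 labelled as late chronic has no array of p11C-specific cells beside it, and entered no paired comparison. A median of 6837.5 probes per array (range 5050 to 8597) was detected in p11C-specific cells and of 6847 (range 4190 to 8073) in p54AS-specific cells, at a detection p under 0.01. The authors deposited the non-normalized signals, and quantile normalization over the 90 arrays was applied to them here, as in the paper's methods. The study's criteria, a ratio of medians of at least 1.5 either way and a signed-rank p of at most 0.05, were then applied with an exact two-sided test of each probe, paired by animal. In addition, limma was fitted with the animal as a block to the 9329 probes detected on at least 9 arrays, and lists of genes fixed before the data were examined were tested with camera. Each population was measured once per animal and day, so the spread given is that between animals, and the number of animals limits the precision.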

We measured RNA expression on the sorted epitope-specific cell populations at various timepoints post infection. We also sorted total naïve CD8^+^ T cells (CD95^−^CD28^+^) before challenge (day 0) and measured RNA expression in these cells to establish a baseline expression level for each transcript. We generated expression data from both epitope-specific cell populations from all six monkeys only on days 14, 21, 56 and 70. We obtained expression data for both epitope-specific populations in only some of the monkeys on the three other time points: days 35 and 42 (4 of 6 monkeys) and day 28 (5 of 6 monkeys). Therefore, sometimes we observed trends suggesting differential expression (Figure S2) that did not achieve statistical significance possibly due to reduced power.

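Both populations were measured in 6 animals on days 14, 21, 56 and 70, in 5 animals on day 28 and in late chronic infection, and in 4 animals on days 35 and 42. The smallest p that an exact two-sided signed-rank test can give is 0.03125 with 6 pairs, 0.0625 with 5 pairs and 0.125 with 4 pairs. A p of at most 0.05 was therefore within reach only on days 14, 21, 56 and 70, and there only where the same population was higher in 6 of 6 animals.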

To characterize the functional differences between the dominant p11C- and subdominant p54AS-specific cells based on their RNA expression profiles, we focused expression analysis on genes known to be associated with specific CD8^+^ T cell functions. These genes were grouped into the following categories: maturation, cytotoxicity, cell cycle and apoptosis, and cytokines and chemokines (Table 1). 

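Of the 388 genes of Table 1, 369 had a probe named on the array. Many cytokine genes gave little signal: 11 of 47 genes of the cytokine and chemokine list entered the test of the mean over days 14 to 70, against 14 of 21 maturation genes and 23 of 31 cytotoxicity genes.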

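By the study's criteria, 14 genes of Table 1 differed between the populations on at least 1 of the days 14 to 70. They were 2 maturation genes, 2 cytotoxicity genes, 10 cell cycle and apoptosis genes and 0 cytokine or chemokine genes. Of the 615 probes of Table 1 tested on day 14, 29 had an exact signed-rank p of at most 0.05, which is 4.72% of them, and 5 of these also reached the fold difference. With 6 pairs, chance alone gives such a p to a share of 0.03125 of probes. Among all 28087 named probes of that day the share was 3.83%, and 110 also reached the fold difference. Adjusted over the probes of Table 1 by Benjamini-Hochberg, the smallest p on days 14, 21, 56 and 70 lay between 0.601 and 0.802. With 6 pairs the exact p cannot fall below 0.03125, so a gene could pass this adjustment only if most probes reached that minimum. The adjustment therefore decides nothing about single genes.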

Genes were considered differentially expressed if they satisfied both of the following criteria: 1) expression was significantly different between the two epitope-specific cells on at least one timepoint and 2) the median fold difference of expression at this timepoint (p11C/p54AS) was at least ±1.5. Technical replicates were not conducted; gene expression was measured once per monkey per timepoint.

**Table 1:** Genes compared between dominant and subdominant epitope-specific CD8^+^ T cells.

Maturation	Cytotoxicity	Cytokines and Chemokines	Cell Cycle and Apoptosis					
B3GAT1	AP3B1	CCL3	AIFM1	BRCA2	CDKN1A	HDAC2	NAIP	SMAD2
BCL6	C1ORF9	TNFSF11	AIFM2	BTRC	CDKN1B	HDAC3	NCAPD2	SMAD3
BMI1	CSPG5	CCL7	AKT1	CABIN1	CDKN1C	HRAS	NCAPG	SMAD4
CCR7	CTSC	CCL4	ANAPC1	CASP1	CDKN2A	HRK	NCAPH	SMAD5
CD27	EBAG9	CCL5	ANAPC10	CASP10	CDKN2B	HTRA2	NFKB1	SMAD6
CD28	GNLY	TGFB1	ANAPC11	CASP12	CDKN2C	HUS1	NFKB2	SMAD7
CXCR3	GZMA	IL12A	ANAPC13	CASP2	CDKN2D	ID1	NOL3	SMAD9
EOMES	GZMB	MIF	ANAPC16	CASP3	CEBPA	ID2	NRAS	SMC2
GFI1	GZMH	IL22	ANAPC2	CASP6	CEBPB	ID3	NUSAP1	SMC4
ID2	GZMK	IL16	ANAPC4	CASP7	CENPF	ID4	PCNA	SNRPE
IL2RA	IQGAP1	IL26	ANAPC5	CASP8	CFLAR	IGF1	PEA-15	SOD2
IL7R	JAKMIP1	IL29	ANAPC7	CASP9	CHEK1	IGFBP3	PKMYT1	SP1
ITGAL	LAMP2	IL1A	APAF1	CCNA1	CHEK2	IRF1	PLK1	STK11
KLF2	LYST	IFNW1	APC	CCNA2	CKS1B	IRF2	PMAIP1	SUV39H1
KLRG1	M6PR	IL10	ARAF	CCNB1	CKS2	IRF3	PPARA	TACC3
MBD2	PRF1	SPP1	ARHGAP19	CCNB2	CPEB1	IRF4	PPKACA	TCL1A
PRDM1	RAB27A	TNFSF14	ATM	CCNC	CUL1	IRF8	PPKACB	TERT
SELL	SMPD1	IFNB1	ATR	CCND1	DAP	IRF9	PRKAR1A	TFDP1
SPN	SNAP23	XCL2	AURKB	CCND2	DAXX	JUN	PRKAR1B	TFDP2
TBX21	SNAP25	XCL1	BAD	CCND3	DIABLO	JUNB	PRKAR2A	THAP5
XBP1	SRGN	OSM	BAK1	CCNDBP1	DLG1	KAT2B	PRKAR2B	TNFR1
	STOML2	CX3CL1	BARD1	CCNE1	DLG3	KIT	PRKDC	TNFRSF10A
	STX11	CCL20	BAX	CCNE2	DLG4	KLF10	PRPS1	TNFRSF10B
	STXBP2	IL17D	BBC3	CCNF	E2F1	KLF4	RAC1	TNFRSF21
	SYTL1	IL17F	BCL2	CCNG2	E2F2	KLF5	RAD1	TNFRSF25
	SYTL2	IL17A	BCL2A1	CCNH	E2F3	KLF6	RAF1	TNFSF10
	TFF1	IFNG	BCL2L1	CDC16	E2F4	KRAS	RALA	TP53
	TRIP10	LTB	BCL2L10	CDC20	E2F5	MAP2K1	RALB	TP53AIP1
	UNC13D	LTA	BCL2L11	CDC23	E2F6	MAP2K2	RALGDS	TP73
	VAMP7	TNF	BCL2L14	CDC25A	E2F7	MAP3K5	RB1	TRADD
	VAMP8	FASLG	BCL2L2	CDC25B	ECT2	MAP3K7	RBL1	TRAF2
		CXCL11	BCL3	CDC25C	EGR1	MAPK1	RBL2	TRIM25
		CXCL10	BCL6	CDC27	EIF4EBP1	MAPK14	REL	TSC1
		IL18	BID	CDC2L2	ENDOG	MAPK7	RELA	TSC2
		CXCL5	BIK	CDC42	EP300	MAX	RELB	TSC22D1
		IRF4	BIN1	CDC42EP4	FADD	MCL1	RGL1	TTK
		CCL18	BIRC2	CDCA8	FAS	MDM2	RGL2	UBE2C
		IFNA1	BIRC3	CDK1	FASLG	MDM4	RHEB	UHRF1
		IL13	BIRC5	CDK10	FBX05	MEF2A	RHEBL1	WEE1
		CSF2	BIRC6	CDK11A	FLT3	MEF2B	RHOA	XIAP
		IL6	BIRC7	CDK11B	FOSL1	MEF2C	RING1	YWHAB
		CXCL9	BIRC8	CDK13	FOSL2	MEF2D	RPS6KB1	YWHAE
		IL4	BLK	CDK16	FOXO1	MGA	RPS6KB2	YWHAG
		IL5	BMF	CDK2	FOXO3	MKI67	RRAS	YWHAH
		IL2	BNIP3	CDK3	FOXO4	MNAT1	RRAS2	YWHAQ
		IL3	BNIP3L	CDK4	FZR1	MXD1	SCRIB	YWHAZ
		IL8	BOK	CDK5	GABPA	MXD3	SFN	YY1
			BRAF	CDK6	GADD45A	MYB	SKP2	ZMIZ1
			BRCA1	CDK7	HDAC1	MYC	SMAD1	

### Maturation-associated gene expression

Of the genes involved in CD8^+^ T cell maturation, *IL7R* (CD127/IL-7 receptor, refseq accession # XM_937367.1), *SELL* (CD62L/L-selectin, NM_000655.3), and *CCR7* (NM_001838.2) met our criteria for differential expression following SIV infection (Figure 2A). 

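A pair of genes of the maturation list that mark naive and memory T cells met the criteria here, and both were lower in the p11C-specific cells. IL7R encodes the receptor for interleukin 7, on which naive and memory T cells depend, and CCR7 the chemokine receptor that guides T cells to lymph nodes. On day 14 both were lower in p11C-specific cells in 6 of 6 animals, with a mean log2 difference of -0.77 ± 0.42 (SD, n = 6) for IL7R and -0.96 ± 0.56 (SD, n = 6) for CCR7. The list as a whole showed no common shift over days 14 to 70 (camera adjusted p = 0.701): of its 14 measured genes, 8 had a higher mean and 6 a lower mean in p11C-specific cells, and 1 was lower, and none higher, when adjusted over the list alone. The third gene named by the paper was not analysed here.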

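A list of naive and central memory genes, fixed before the data were examined and sharing 6 genes with the maturation genes of Table 1, was lower in the p11C-specific cells. Averaged over days 14 to 70, 11 of its 12 measured genes had a lower mean in p11C-specific cells, and 7 of them were lower when adjusted over the list alone and 0 when adjusted over all probes. LEF1, a transcription factor of naive T cells, was 1.93-fold lower, FOXO1, which maintains expression of IL7R, 1.22-fold lower, and LTB, which encodes lymphotoxin beta, 1.36-fold lower, each in 6 of 6 animals. Camera gave an adjusted p of 1.53e-05 for the list, and an adjusted p = 0.378 with an estimated correlation between genes. With B cell and monocyte markers as a covariate, chosen after seeing the data, the adjusted p was 0.365, and it ran from 8.77e-09 to 0.378 over all alternatives. Markers of B cells moved the same way, with a list mean of -0.63 ± 0.66 (SD, n = 6) on the log2 scale for p11C minus p54AS, lower in 5 of 6 animals.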

While the trends of expression of these three genes between p11C- and the p54AS-specific cells were similar over time, all of these genes were found to be expressed at relatively higher levels in the subdominant p54AS-specific cells compared to the dominant p11C-specific cells. 

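IL7R signal was lower in p11C- than in p54AS-specific cells in 6 of 6 animals on each of days 14, 56 and 70 (exact signed-rank p = 0.03125 each). The median signal was 3290 against 5416 on day 14, a 1.65-fold difference, and 1211 against 2720 on day 70, a 2.25-fold difference. On day 56 the medians were 1705 and 2399, a 1.41-fold difference, which is below the threshold of 1.5. On day 21 the ratio of medians was 2.94, but 2 of 6 animals went the other way (exact p = 0.21875). With arrays scaled to a common median, the day 14 difference was 1.39-fold and the day 70 difference 1.24-fold, and neither was called. Without the pairing by animal, an unpaired exact rank test called neither day.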

*IL7R* expression was higher in the p54AS-specific cells with significant fold differences of 1.8 on day 14, 1.5 on day 56, and 1.9 on day 70. *SELL* expression was also higher in the p54AS-specific cells with significant fold differences of 1.8 on day 14, 2.0 on day 21, and 1.7 on day 56. *CCR7* was more highly expressed in the p54AS-specific cells with a significant fold difference of 2.4 on day 14. 

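On day 14, the median CCR7 signal was 121.5 in p11C-specific cells and 268.6 in p54AS-specific cells, a 2.21-fold difference with the same direction in 6 of 6 animals (exact signed-rank p = 0.03125, adjusted over the maturation list 0.281). CCR7 was close to background in the p11C-specific cells, where it was detected on 2 of 6 arrays, against 6 of 6 arrays of p54AS-specific cells, and with normexp background correction the difference was 4.92-fold.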

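The plot of IL7R and CCR7 by day gives the difference within each animal. IL7R was lower in p11C-specific cells in every pair of days 14, 28, 35, 42, 56 and 70, and on day 21 in 4 of 6 pairs. For CCR7, the ratio of medians (p54AS over p11C) was 1.15 on day 21, 0.997 on day 56 and 1.13 on day 70, and none of these days passed the exact test. These ratios do not use the pairing. Within animals, the mean CCR7 difference over days 14 to 70 was -0.477 on the log2 scale (standard error 0.156, limma adjusted p = 0.249), higher in p11C-specific cells in 0 of 6 animals. The change of the CCR7 difference from day 14 to day 70 was 0.62 ± 0.62 on the log2 scale (SD, n = 6; exact sign-flip p = 0.09375), so that the 2 days were not shown to differ. In late chronic infection CCR7 was lower in p11C-specific cells in 5 of 5 animals (exact p = 0.0625, the smallest that 5 pairs allow).

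**Figure D1:**
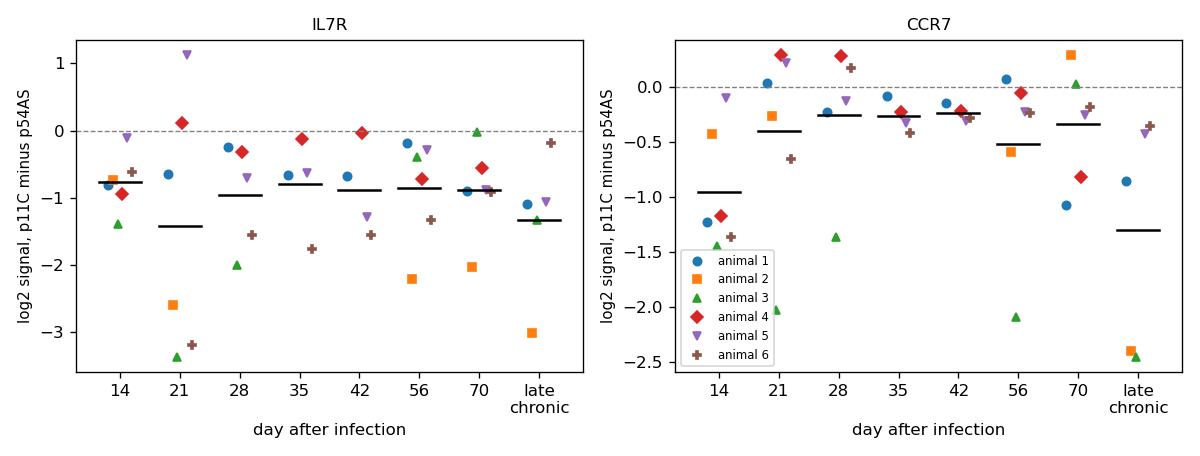
Difference in log2 signal of IL7R and CCR7, p11C minus p54AS, within each animal (points) at each day after infection, with the mean of the animals as a black bar; the dashed line marks no difference. The 6 animals lie below the line on day 14 in both panels.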

While the expression of *IL7R* and *SELL* tended to be higher in the p54AS-specific cells for all timepoints examined, the expression for *CCR7* appeared only to be different on day 14 (Figure 2A and Figure S2A).

**Figure 2:**
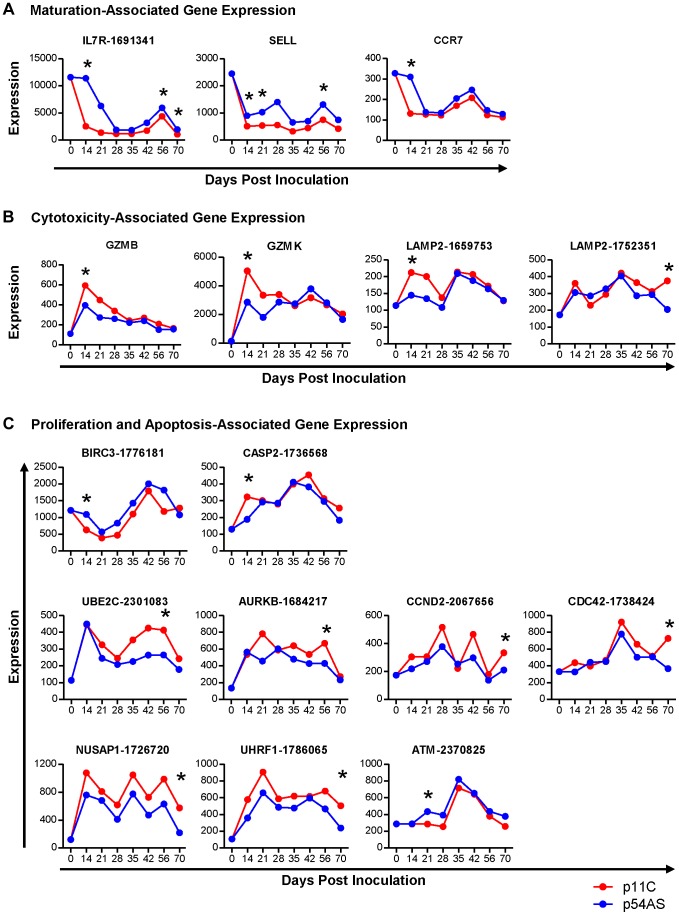
Genes differentially expressed between dominant p11C- and subdominant p54AS-specific CD8^+^ T cells. The median of the normalized expression values, measured in fluorescence units, of A) maturation, B) cytotoxicity, and C) proliferation and apoptosis genes that were found to be differentially expressed between the p11C- and p54AS-specific cells on at least one time point are shown for each timepoint evaluated during the first 70 days following SIVmac251 infection. The expression of these genes by total naïve CD8^+^ T cells, measured on day 0, is also shown. For those genes with more than one probe on the BeadChip, the numerical probe IDs are included in the gene name. * indicates that expression met the criteria for differential expression on that timepoint.

### Cytotoxicity-associated gene expression

Of the genes involved in cytotoxicity, *GZMB* (granzyme B, NM_004131.3), *GZMK* (granzyme K, NM_002104.2), and *LAMP2* (CD107b, NM_013995.1) met our criteria for differential expression following SIV infection (Figure 2B). 

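Genes of the cytotoxic machinery were higher in the p11C-specific cells. Averaged over days 14 to 70, 21 of 23 measured cytotoxicity genes of Table 1 had a higher mean in p11C-specific cells (camera adjusted p = 0.000305; adjusted p = 0.378 with an estimated correlation). Of these, 3 were higher when adjusted over the list alone and 0 over all probes. PRF1, the pore-forming protein of cytotoxic granules, was 1.41-fold higher, GZMA 1.48-fold and GZMB 1.31-fold higher, each in 6 of 6 animals. Of the single genes, GZMK on day 14 and a probe of LAMP2 on day 70 met the study's criteria. With B cell and monocyte markers as a covariate, chosen after seeing the data, the list's adjusted p was 0.149, and it ran from 4.47e-07 to 0.378 over all alternatives.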

*LAMP2* was measured on the BeadChip by three different probes, two of which measured differential expression (probes 1659753 and 1752351). Expression levels of each of the three cytotoxicity-associated genes were found to be increased in the dominant p11C-specific cells compared to the subdominant p54AS-specific cells. 

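GZMK, which encodes granzyme K, had a median signal of 4046 in p11C-specific and 2442 in p54AS-specific cells on day 14, a 1.66-fold difference. GZMB, which encodes granzyme B, had medians of 599 and 418, a 1.43-fold difference. Both were higher in p11C-specific cells in 6 of 6 animals (exact signed-rank p = 0.03125 each), with mean log2 differences of 0.85 ± 0.52 (SD, n = 6) for GZMK and 0.68 ± 0.57 (SD, n = 6) for GZMB. The GZMB difference lay below the fold threshold of 1.5, and was 1.54 with normexp background correction and 1.98 with arrays scaled to a common median, which called it.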

On day 14, the p11C-specific cells exhibited higher expression of both *GZMB* (significant fold difference of 1.5) and *GZMK* (significant fold difference of 1.9). 

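On day 21, GZMB was 1.66-fold and GZMK 1.94-fold higher in p11C-specific cells by the ratio of medians, each in 5 of 6 animals (exact signed-rank p = 0.09375 and 0.0625). On day 28, GZMB was higher in 5 of 5 animals (1.59-fold, exact p = 0.0625) and GZMK in 4 of 5 (1.24-fold, exact p = 0.1875). On day 70 the ratios were 1.07 for GZMB, higher in 3 of 6 animals, and 1.43 for GZMK, higher in 4 of 6. That day GZMB was near background, detected on 5 of 6 arrays of p11C-specific and 4 of 6 of p54AS-specific cells. Its mean log2 signals were 7.381 and 7.335, so that background may limit this ratio and the fall in GZMB. The difference between days 14 and 70 was itself not past the test for GZMB (-0.64 ± 0.62 on the log2 scale, SD, n = 6; exact sign-flip p = 0.09375) or for GZMK (exact p = 0.59375). Within the p11C-specific cells, GZMB fell by 1.98 on the log2 scale from day 14 to day 70 (standard error 0.14, limma adjusted p = 0.000908), in 6 of 6 animals, a call that was lost with arrays scaled to a common median. In p54AS-specific cells the GZMB change was -1.35 (standard error 0.21, limma adjusted p = 0.215), also lower in 6 of 6 animals. Arrays of the 2 days lacked values for different sets of probes within every animal. A change with time is therefore not separated from a difference between groups of arrays.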

Although the trends in differential expression of these two granzyme genes were still apparent on day 21 and 28, differences were subsequently lost (Fig. 2B and Figure S2B). The two *LAMP2* probes detected similar trends of expression of this gene. However, probe 1659753 detected significant differential expression on day 14 (1.5-fold) while probe 1752351 detected significant differential expression on day 70 (1.8-fold).

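LAMP2 encodes CD107b, a membrane protein of lysosomes and cytotoxic granules. Probe 1659753 gave medians of 228.6 in p11C-specific and 153.8 in p54AS-specific cells on day 14, a 1.49-fold difference that was higher in 6 of 6 animals (exact signed-rank p = 0.03125). Probe 1752351 gave medians of 349.9 and 184.5 on day 70, a 1.9-fold difference that was also higher in 6 of 6 animals (exact p = 0.03125), but 1.04-fold on day 14. Probe 1659753 on day 70 was higher in 2 of 6 animals. Averaged over days 14 to 70, LAMP2 probe 1673282 differed by 0.358 on the log2 scale, higher in 5 of 6 animals (limma adjusted p = 0.298). Probe 1917290 differed by -0.0192, higher in 3 of 6 animals (limma adjusted p = 0.91). On day 70 probe 1752351 was detected on 4 of 6 arrays of p54AS-specific cells. With arrays scaled to a common median it was 1.49-fold on day 70 and not called, while probe 1659753 was called on day 14 at 1.64-fold, and at 2.08-fold with normexp background correction.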

### Cell cycle and apoptosis-associated gene expression

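On the list of cell cycle and apoptosis genes, 10 genes met the study's criteria here on at least 1 day. They were CASP2 and PRKAR1A on day 14, CCNF and ATM on day 21, UBE2C and BCL2L1 on day 56, and NUSAP1, UHRF1, CCND2 and CDC42 on day 70. ATM was the one gene among them that was lower in p11C-specific cells. PRKAR1A, which encodes a regulatory subunit of protein kinase A, was 1.66-fold higher in p11C-specific cells, CCNF, which encodes cyclin F, 1.77-fold and BCL2L1, which encodes the survival protein BCL-XL, 1.63-fold, each in 6 of 6 animals (exact signed-rank p = 0.03125). By the median of the fold differences within animals these 3 genes lay at 1.37, 1.41 and 1.2 and were not called.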

Of the cell cycle and apoptosis-associated genes, nine met our criteria for differential expression following SIV infection (Figure 2C and Figure S2C). Two of these genes, *BIRC3* (AIP1/API2/c-IAP2, NM_001165.3) and *CASP2* (caspase-2, NM_032983.2), are involved in apoptosis. *BIRC3*, which encodes a protein with multiple anti-apoptotic functions [27], was differentially expressed on day 14, showing 1.8-fold higher expression in the p54AS-specific cells. *CASP2*, which encodes a pro-apoptotic protease [28], was differentially expressed on day 14, showing 1.7-fold higher expression in the p11C-specific cells.

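CASP2 (probe 1736568) had a median signal of 333.3 in p11C-specific and 187.3 in p54AS-specific cells on day 14, a 1.78-fold difference. It was higher in 6 of 6 animals, with a mean log2 difference of 0.76 ± 0.33 (SD, n = 6; exact signed-rank p = 0.03125). Another probe of the gene (2410540) gave medians of 6797 and 5092 on day 14, a 1.33-fold difference with the same direction in 6 of 6 animals. On day 21 the first probe was higher in 3 of 6 animals.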

The remaining seven differentially expressed genes are involved in proliferation: *UBE2C* (ubiquitin-conjugating enzyme E2C, NM_181800.1), *AURKB* (aurora B kinase, NM_004217.2), *CCND2* (cyclin D2, NM_001759.2), *CDC42* (cell division cycle 42, NM_001039802.1), *NUSAP1* (nucleolar and spindle associated protein 1, NM_018454.5), *UHRF1* (ubiquitin-like with PHD and ring finger domains 1, NM_001048201.1), and *ATM* (ataxia telangiectasia, NM_000051.3). 

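UBE2C had a median signal of 317.3 in p11C-specific cells and 206.2 in p54AS-specific cells on day 56, a 1.54-fold difference, and AURKB medians of 447.8 and 351, a 1.28-fold difference. Both were higher in p11C-specific cells in 6 of 6 animals (exact signed-rank p = 0.03125), with mean log2 differences of 0.68 ± 0.57 for UBE2C and 0.78 ± 0.78 for AURKB (SD, n = 6). In both genes animal 2 stood apart from the other animals, at 1.74 for UBE2C and 2.27 for AURKB. Another UBE2C probe was higher in 4 of 6 animals that day, and was detected on 2 of 12 arrays. By the median of the fold differences within animals, AURKB reached 1.51-fold and was called. With arrays scaled to a common median UBE2C was also 1.51-fold, and was not called.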

*UBE2C* and *AURKB* encode pro-proliferative genes involved in the regulation of the anaphase-promoting complex [29], [30]; both were more highly expressed in the p11C-specific cells on day 56 with 1.6- and 1.5- fold differences, respectively. *CCND2*, *CDC42*, *NUSAP1*, and *UHRF1* also encode pro-proliferative genes [31]–[35]. All of these genes showed differential expression on day 70 and were more highly expressed in the p11C-specific cells: *CCND2* by 1.6-fold, *CDC42* by 1.9-fold, *NUSAP1* by 2.7-fold, and *UHRF1* by 2.5-fold. 

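On day 70 the ratio of medians, p11C over p54AS, was 2.71 for NUSAP1, 2.13 for UHRF1, 2 for CCND2 (probe 2067656) and 1.59 for CDC42 (probe 1738424). Each was higher in p11C-specific cells in 6 of 6 animals (exact signed-rank p = 0.03125, adjusted over the list 0.686). The mean log2 difference was 1.45 ± 0.89 for NUSAP1 and 1.11 ± 1.1 for UHRF1 (SD, n = 6). NUSAP1, UHRF1 and CDC42 were each detected on 4 of 6 arrays of p54AS-specific cells on that day, and CCND2 on 3 of 6. With arrays scaled to a common median the 4 ratios were 2.25, 1.8, 1.48 and 1.51 and none was called, and without the pairing by animal an unpaired exact rank test did not call CDC42. With normexp background correction the ratio of CCND2 was 3.22. Another probe of CCND2 (1667081) gave 1.14, higher in 5 of 6 animals (exact p = 0.15625) and detected on 3 of 12 arrays. Another probe of NUSAP1 (2409298) was higher in 3 of 6 animals (exact p = 0.5625), and the other probes of NUSAP1, UHRF1 and CDC42 were each detected on at most 1 of 12 arrays of that day.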

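ATM (probe 2370825) had a median signal of 268 in p11C-specific and 466.6 in p54AS-specific cells on day 21, a 1.74-fold difference. It was lower in p11C-specific cells in 6 of 6 animals, with a mean log2 difference of -0.71 ± 0.40 (SD, n = 6; exact signed-rank p = 0.03125). Another probe of ATM (1779214) was higher in 2 of 6 animals that day (exact p = 0.3125). Averaged over days 14 to 70, probe 2370825 was 1.27-fold lower in 6 of 6 animals (limma adjusted p = 0.102). With arrays scaled to a common median the day 21 difference was 1.57-fold and was not called.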

Finally, *ATM*, an anti-proliferative serine/threonine protein kinase [36], was differentially expressed on day 21 and was more highly expressed in the p54AS-specific cells with by 1.5-fold.

In summary, we detected differential expression of genes involved in CD8^+^ T cell maturation, cytotoxicity, and cell cycle and apoptosis suggesting that functional differences may exist between the dominant p11C-specific and the subdominant p54AS-specific cells. Decreased expression of the genes encoding CD127, CD62L, and CCR7 and the increased expression of genes encoding granzyme B, granzyme K, and CD107b (LAMP2) in the dominant p11C-specific cells compared to the subdominant p54AS-specific cells suggested that the p11C-specific cells were more mature and possessed greater cytotoxic potential than the p54AS-specific cells. Moreover, we observed that the p11C-specific cells had higher expression of pro-proliferative genes and an increased expression of a pro-apoptotic molecule.

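On a list of effector and cytotoxic genes fixed before the data were examined, 18 of 20 measured genes had a higher mean in p11C-specific cells over days 14 to 70, and 6 were higher when adjusted over the list alone. NKG7, a granule protein of cytotoxic cells, was 1.29-fold higher in 6 of 6 animals. Camera gave an adjusted p of 0.000857 for the list, and an adjusted p = 0.378 with an estimated correlation. The mean of the 15 genes of the list with a value on every array was higher in 5 of 6 animals (exact sign-flip p = 0.0625). Of the 20 genes, 7 are also among the cytotoxicity genes of Table 1. Markers of B cells, monocytes and natural killer cells were lower in p11C-specific cells over the same days. With B cell and monocyte markers as a covariate, chosen after seeing the data, the list kept its call (adjusted p = 0.00499), but lost it on days 14 (0.818, in the opposite direction) and 56 (0.429) and in late chronic infection (0.755). The late value is an extrapolation, because every animal then had lower markers in p11C-specific cells. By limma, 2 of 9249 probes passed an adjusted p of 0.05 in the mean over days, and 1439 had an unadjusted p under 0.05, where a share of 0.05 of the probes is 462. The 2 that passed were CCL3L3 and probe ILMN_1898071, which has no gene name here, and leaving out animal 1, 3, 4, 5 or 6 gave 0 probes and leaving out animal 2 gave 5. Array quality weights gave 399 probes, and scaling to a common median 0. From the lower expression of genes for homing and interleukin 7 receptors and the higher expression of genes for granzymes and CD107b, the paper proposes that the p11C-specific cells were more mature and had a greater cytotoxic potential.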

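Genes of mitosis and DNA replication were higher in the p11C-specific cells at each of the days tested. Of the 40 measured genes of a list fixed before the data were examined, 18 of whose genes are also in Table 1, 39 had a higher mean in p11C-specific cells over days 14 to 70, and 15 were higher when adjusted over the list alone, 0 over all probes. MCM7 and MCM6, subunits of the replicative helicase, were 1.4-fold and 1.33-fold higher and PTTG1, which encodes securin, 1.33-fold higher, each in 6 of 6 animals. The camera adjusted p was 1.3e-05 on day 14, 3.86e-08 on day 21, 3.62e-09 on day 56 and 0.00311 on day 70. For the mean over days it was 4.35e-11. With an estimated correlation the adjusted p was 0.321, 0.553, 0.359 and 0.361 on those days, and the adjusted p = 0.378 for the mean. The list mean per animal, over the 35 of its genes with a value on every array, was 0.39 ± 0.32 on the log2 scale (SD, n = 6). It was above 0 in 6 of 6 animals (exact sign-flip p = 0.03125, adjusted over the lists 0.099). Over animals' means it moved with the markers of B cells and monocytes: at equal marker levels 0.0751 (standard error 0.0742) was left, and with the markers as a covariate in camera, chosen after seeing the data, the adjusted p was 0.0029 for the mean over days (range over alternatives 1.5e-23 to 0.378). With this covariate the calls of days 14, 21 and 56 were kept and that of day 70 was lost (adjusted p = 0.688, range over alternatives 1.59e-05 to 0.688).

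**Figure D2:**
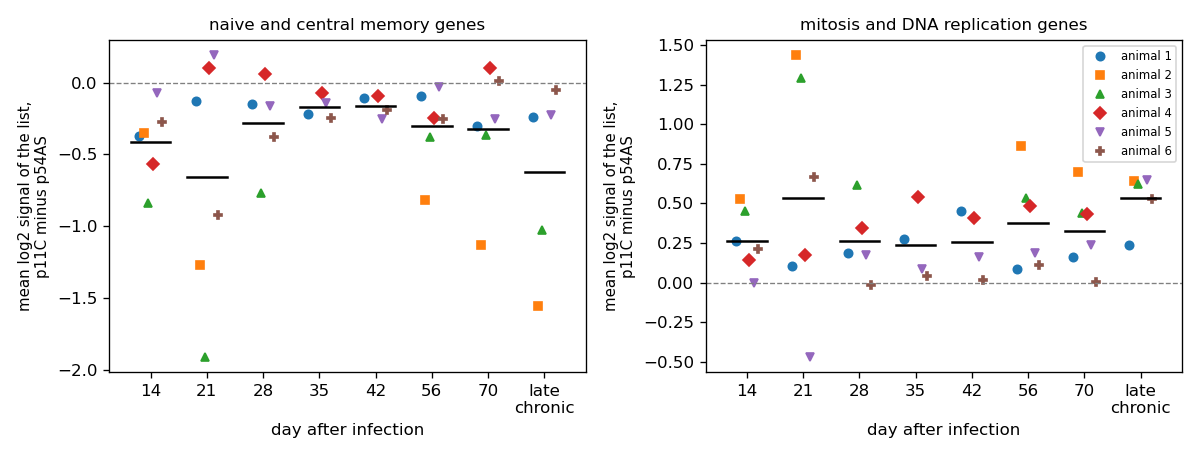
Mean log2 signal of the naive and central memory list (left) and of the mitosis and DNA replication list (right), p11C minus p54AS, within each animal (points) at each day after infection; black bars are means over animals and the dashed line marks no difference. Over days 14 to 70 the naive list was lower in 32 of 37 pairs and the mitosis list higher in 34 of 37.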

### The dominant epitope-specific CD8^+^ T cell population was enriched with cells that exhibit a more mature phenotype

Functional assays were performed on PBMCs isolated from chronically infected monkeys to confirm and extend the observations of differential gene expression patterns. In addition to the dominant p11C- and subdominant p54AS-specific cells, we studied an additional CD8^+^ T cell population of even lower frequency that recognizes the Mamu-A*01-restricted SIV Pol p68A (STPPLVRLV, Pol SV9_621_) subdominant epitope [23]. Additionally, we analyzed cells from monkeys infected with a different SIV isolate, SIVsmE660 [37]. The p54 epitope from the SIVsmE660 (TVPWPNETL) virus differs by two amino acids from the p54 epitope from SIVmac251 (TVPWPNASL) virus [22] and we refer to this epitope as p54E660. The immunodominance hierarchy of the p11C-, p54AS/E660-, and p68A-specific cells during chronic SIVsmE660 infection was similar to SIVmac251-infected monkeys (Figure 3A and Figure S3).

**Figure 3:**
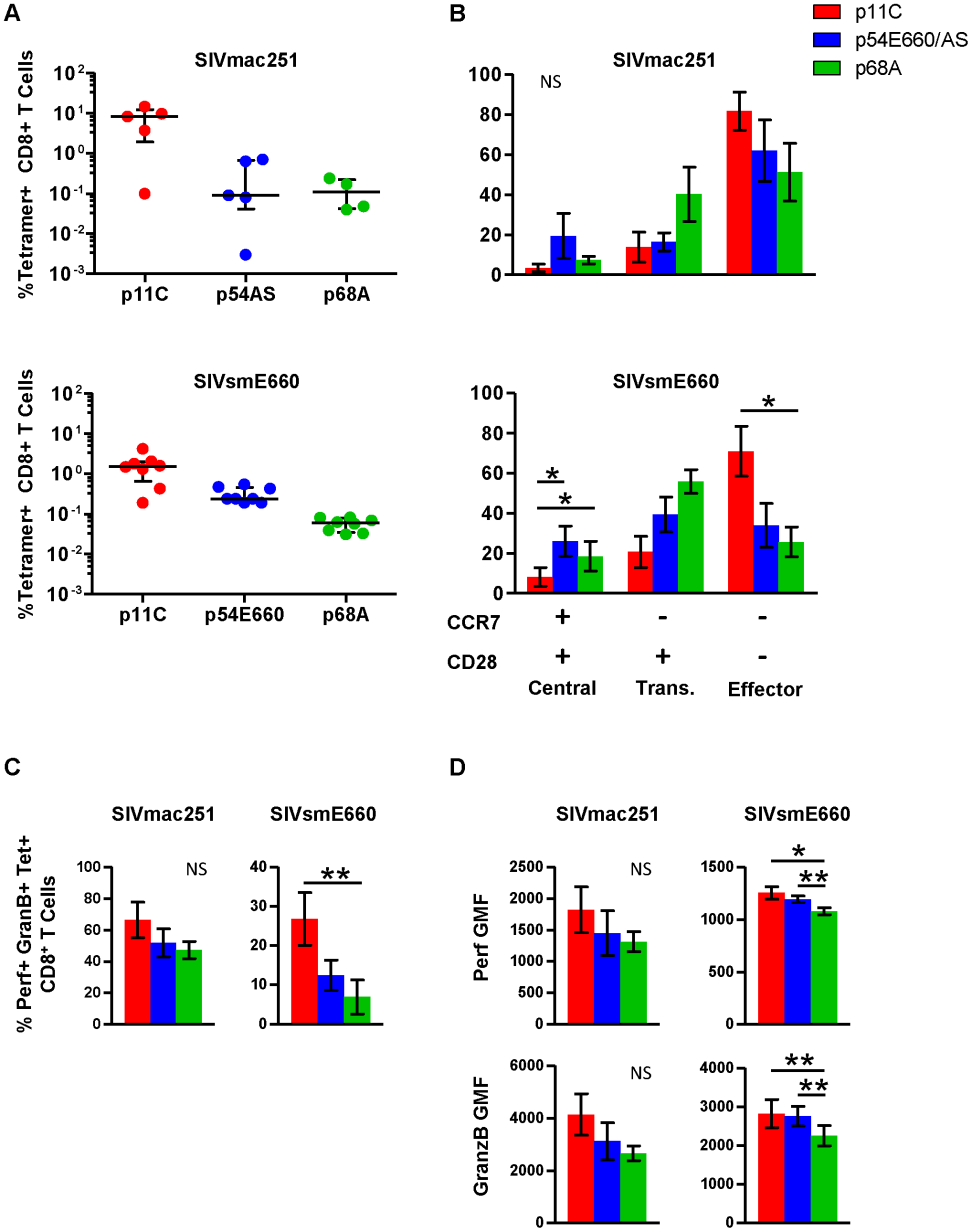
Phenotype and cytotoxic potential of dominant and subdominant epitope-specific cells during chronic SIVmac251 and SIVsmE660 infection. The frequency, cell surface phenotype, and *ex vivo* perforin and granzyme B content were evaluated for p11C-, p54AS/E660-, and p68A-specific cells, identified with Mamu-A*01 tetramers, from peripheral blood of chronically infected SIVmac251- and SIVsmE660- infected rhesus monkeys. A) Frequencies of the p11C-, p54AS/E660-, and p68A-specific cells from (top) SIVmac251- and (bottom) SIVsmE660- infected rhesus monkeys. Error bars indicate median ± interquartile range. SIVmac251 frequencies measured between weeks 37–50, except for 133-06 which died early and data presented are from week 18. SIVsmE660 frequencies are measured between weeks 19–22. B) Phenotyping of cells from SIVmac251- (top, n = 4) and SIVsmE660-infected monkeys (bottom, n = 8) based on cell surface expression of CCR7 and CD28. Positivity for CCR7 and CD28 is indicated by the + and − signs below the bar graph. Cells were categorized as central memory (CCR7^+^CD28^+^), transitional memory (CCR7^−^CD28^+^), or effector memory (CCR7^−^CD28^−^). All tetramer-positive cells were CD95^+^. Phenotyping was conducted between weeks 44–78 for SIVmac251 and 33–46 for SIVsmE660. C) Measurement of percent of *ex vivo* perforin^+^granzyme B^+^ cells from SIVmac251- (Left, n = 5) or SIVsmE660-infected monkeys (right, n = 8). D) Per-cell expression of perforin and granzyme B, measured by geometric mean of fluorescence (GMF) of perforin and granzyme B staining on cells from SIVmac251- (left, n = 5) and SIVsmE660-infected monkeys (right, n = 8). Perforin and granzyme B measurements were conducted between weeks 63–83 for SIVmac251 and 41–49 for SIVsmE660. In parts B–D, error bars represent mean ± SEM. * and **, significant at *p*≤0.05 and 0.01, respectively, after Bonferroni correction. NS, not significant.

The maturation of tetramer-positive cell populations from SIVmac251- and SIVsmE660-infected monkeys was determined by measuring the surface expression of CCR7 and CD28. Cells were categorized as central memory (CCR7^+^CD28^+^), transitional memory (CCR7^−^CD28^+^), or fully differentiated effector memory (CCR7^−^CD28^−^) as previously described for rhesus monkeys [38]. All tetramer-positive cells were CD95^+^ (not shown). The dominant p11C-specific cells displayed a greater proportion of the more mature effector memory phenotype (CCR7^−^CD28^−^) compared to the subdominant p54AS-specific cells (Figure 3B and Figure S4). This is consistent with gene expression studies in SIVmac251-infected monkeys that expressed *CCR7*, *CD62L*, and *SELL* at lower levels in the p11C-specific cells, suggesting they were more mature than the p54AS-specific cells.

Additionally, we found that the more subdominant p68A-specific cells were phenotypically less mature compared to the subdominant p54AS/E660-specific cells (Figure 3B). Of the three epitope-specific cell populations, the p68A-specific population was the most enriched with cells of the less mature phenotypes and were the least enriched with cells of the mature effector memory phenotype. This trend was observed in both SIVmac251- and SIVsmE660-infected monkeys. While the distribution of phenotypes was similar between cells from SIVmac251- and SIVsmE660-infected monkeys, the sample size for SIVmac251 (n = 4) was much smaller than that of SIVsmE660 (n = 8) and was not sufficiently powered to detect significance.

To confirm that differences in gene expression of cytolytic molecules were similarly reflected in protein production, we measured the intracellular content of perforin and granzyme B within each tetramer-positive population. The dominant p11C-specific populations had a greater frequency of cells containing perforin and granzyme B than the subdominant p54AS/E660-specific population, which in turn had a greater frequency of perforin- and granzyme B-containing cells than the subdominant p68A-specific population (Figure 3C and Figure S5). The p11C-specific cells also contained more perforin and granzyme B per-cell (reflected by higher geometric mean fluorescence (GMF)) than the p54AS/E660-specific cells, which in turn contained more of these proteins than the p68A-specific cells (Figure 3D and Figure S5). These observations were consistent with previous findings that demonstrated not only that more mature cells are more likely to express perforin and granzymes [39], but also that more mature cells have more perforin and granzyme per cell than less mature cells [40].

### The dominant p11C-specific CD8^+^ T cells exhibited decreased antigen-specific expansion compared to subdominant epitope-specific CD8^+^ T cells

Although differences in expression of genes involved in cell cycle and apoptosis were observed, it was unclear what impact these genes had on cell expansion upon antigen stimulation during chronic infection. To explore this, PBMCs from monkeys chronically infected with SIVmac251 or SIVsmE660 were peptide-stimulated and expansion of the epitope-specific cells was assessed over 14 days. We found that the dominant p11C-specific cells had reduced capacity to expand when compared to both of the subdominant epitope-specific cells (Figure 4 and Figure S6). This trend was consistent between cells from SIVsmE660- and SIVmac251-infected monkeys and is in agreement with prior reports that effector memory CD8^+^ T cells have limited proliferative capacity compared to less mature memory CD8^+^ T cells [41].

**Figure 4:**
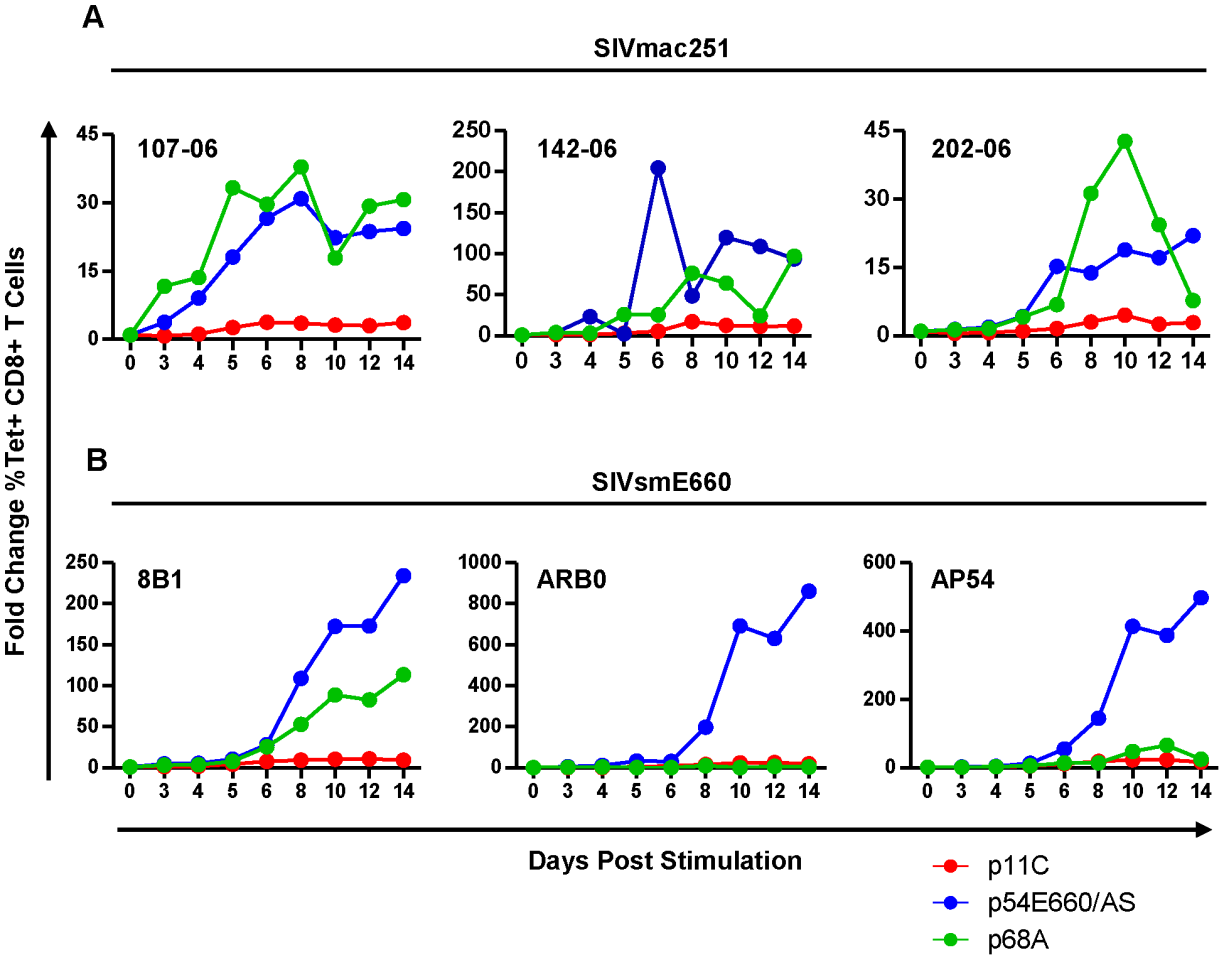
The dominant p11C-specific cells exhibited decreased antigen-specific expansion compared to subdominant epitope-specific cells. PBMCs from monkeys chronically-infected with either SIVmac251 (A) or SIVsmE660 (B) were stimulated *in vitro* with either p11C (red), p54E660/AS (blue), or p68A (green) peptide, harvested on days 3, 4, 5, 6, 8, 10, 12, and 14 following stimulation, and measured by flow cytometry to calculate the percent of tetramer-positive CD8^+^ T cells. Expansion was calculated as the fold change of the percent of each tetramer-positive population on each day, relative to day 0. Data from three SIVmac251- and three SIVsmE660-infected monkeys are shown. Measurements were conducted between weeks 40–52 for SIVmac251 and 31–44 for SIVsmE660.

### The dominant p11C-specific CD8^+^ T cell population contained a lower frequency of cytokine- and chemokine-producing cells than the subdominant epitope-specific CD8^+^ T cell populations

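Cytokine and chemokine genes of Table 1 showed no common shift between the populations: 7 of 11 measured genes had a higher and 4 a lower mean in p11C-specific cells over days 14 to 70 (camera adjusted p = 0.88, in the downward direction although the median was 0.05), and 0 of the 65 probes tested on day 14 met the study's criteria. CCL5, a chemokine of effector T cells, differed by 0.06 on the log2 scale (standard error 0.07, limma adjusted p = 0.708), higher in 4 of 6 animals. IFNG and IL2 were detected on 0 of 12 arrays of day 14, and TNF and CCL4, with values in 4 pairs, on 0 arrays, so that no difference was detectable for them. CCL3L3, a chemokine gene outside Table 1 with near-identical copies whose transcripts the probe may also bind, was 1.44-fold higher in p11C-specific cells over days 14 to 70 in 6 of 6 animals (limma adjusted p = 0.0266). This CCL3L3 call held under 6 of 18 alternatives, with an adjusted p from 0.000723 to 0.284, and was lost on leaving out animal 1, 3, 4, 5 or 6, with arrays scaled to a common median (0.118), and with detected probes (0.0904) or B cell and monocyte markers (0.207) as a covariate, both chosen after seeing the data. In these fits the log2 difference was 0.494 to 0.581, against 0.531 in the main fit.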

Our gene expression data did not demonstrate differences in cytokine or chemokine expression between the p11C- and p54AS-specific cells. However, cytokine genes often require re-stimulation immediately prior to measurement [42]. Therefore, we considered that differences in cytokine expression between dominant and subdominant epitope-specific cells might be observed following antigen stimulation. To investigate, we stimulated PBMCs with epitope peptides and measured IL-2, TNFα, IFNγ, and MIP1-β production in standard intracellular cytokine staining (ICS) assays (Figure S7). Lower frequencies of cells expressing each of these cytokines and chemokines were present in the dominant p11C-specific cell population compared to the subdominant epitope-specific cell populations (Figure 5A). Furthermore, the subdominant epitope-specific populations were more polyfunctional, exhibiting larger proportions of cells expressing three or four functions, compared to the dominant p11C-specific population (Figure 5B and 5C).

**Figure 5:**
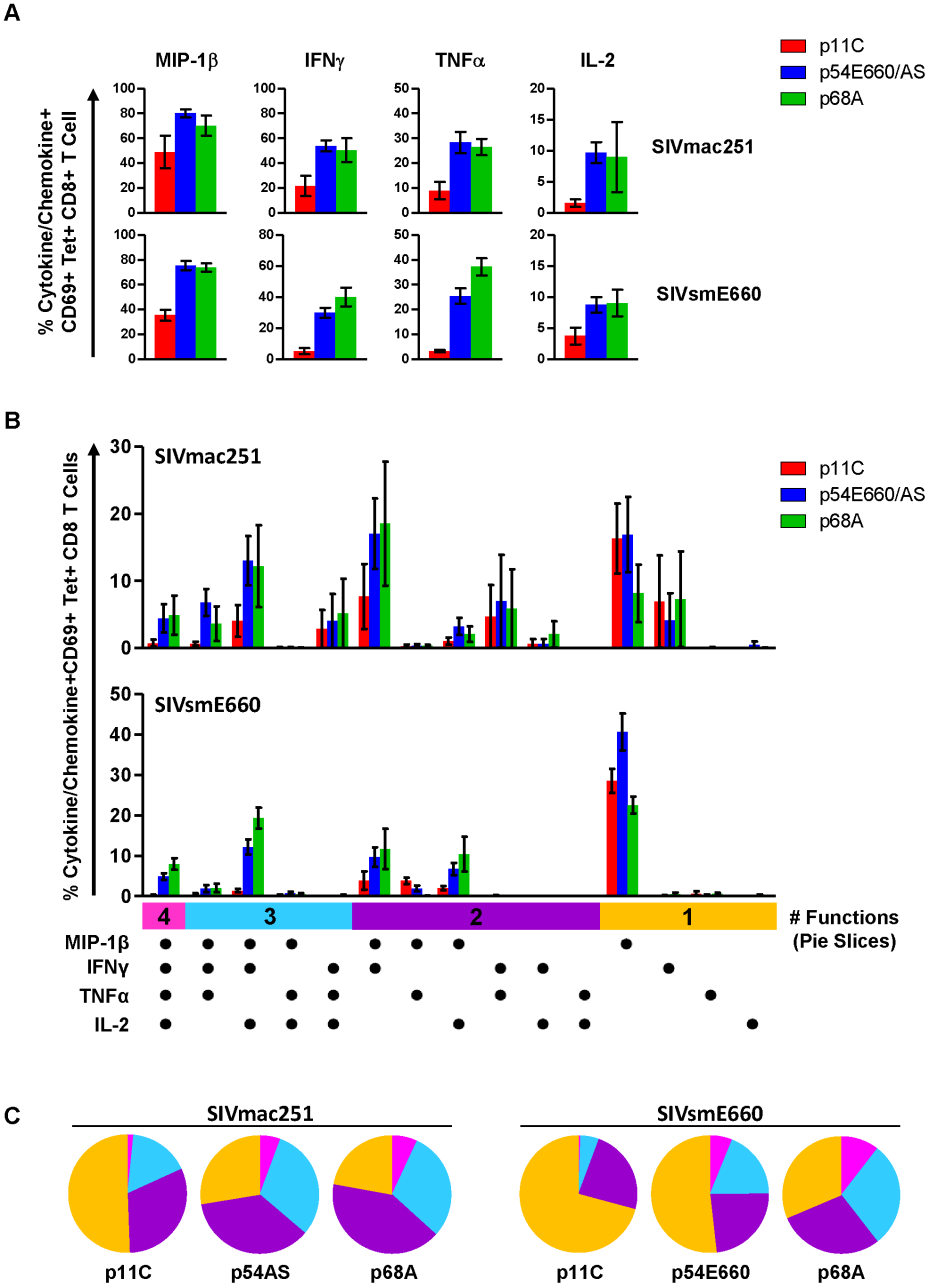
Dominant p11C-specific population contained lower frequency of cytokine- and chemokine-producing cells than subdominant epitope-specific populations. PBMCs from monkeys chronically-infected with either SIVmac251 (n = 4) or SIVsmE660 (n = 5) were stimulated with either p11C, p54AS/E660, or p68A peptides and intracellular staining was used to assess production of the chemokine MIP-1β and cytokines IFNγ, TNFα, and IL-2. Bars represent mean ± SEM. A) Individual cytokine and chemokine production. Top, SIVmac251. Bottom, SIVsmE660. B) Polyfunctional analysis. Positivity for each cytokine/chemokine is indicated by the dots below the bar graph. Vertical bars are grouped into 4, 3, 2 or 1 function (indicated by the pink, light blue, purple, and orange horizontal bars, respectively). C) Polyfunctionality charts. Left, SIVmac251. Right, SIVsmE660. Each slice represents the percentage of tetramer-positive cells expressing between 1 and 4 functions. Data were collected between weeks 36–42 for SIVmac251 and 14–25 for SIVsmE660.

### Expression of exhaustion-associated genes in dominant and subdominant CD8^+^ T cells

To assess differences in functionality that may be due to different extents of exhaustion, we compared the expression of genes encoding exhaustion-associated molecules between the p11C- and p54AS-specific cells during acute infection (day 14), at the onset of chronic infection (day 70), and during late chronic infection (week 31 or 32). 

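LAG3, which encodes an inhibitory receptor of activated T cells, had a median signal of 3291 in p11C-specific and 2060 in p54AS-specific cells on day 14, a 1.6-fold difference, higher in 6 of 6 animals (exact signed-rank p = 0.03125, adjusted over the probes of Table 2 0.117). The fold difference within animals had an SD of 2.9 (n = 6), and with arrays scaled to a common median the ratio of medians was 2.51. On day 21 the ratio of medians was 1.8, again higher in 6 of 6 animals. CTLA4, an inhibitory receptor that competes with CD28, was near background: its probe 2261627 was detected on 2 of 6 arrays of p11C-specific and 0 of 6 of p54AS-specific cells on day 14. Its median signals were 125.5 and 95.83, higher in p11C-specific cells in 6 of 6 animals (exact p = 0.03125), a difference of at least 1.01-fold when the p54AS-specific cells are set at the lowest detected signal. Without the pairing by animal, an unpaired exact rank test did not call LAG3 on day 14.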

The genes *LAG3* (NM_002286.4) and *CTLA4* (NM_005214.3) were significantly more highly expressed in the dominant p11C-specific cells during acute infection by 3.2- and 1.5-fold, respectively (Table 2). However, no genes were found differentially expressed on day 70. 

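On day 70, 0 of the 15 probes of Table 2 tested met the study's criteria, and 1 did with normexp background correction. The ratio of medians (p11C over p54AS) of LAG3 was 1.04, higher in 5 of 6 animals (exact signed-rank p = 0.15625), and that of EOMES, a transcription factor of effector and memory cells, 0.85, higher in 1 of 6 animals (exact p = 0.3125). The change of the LAG3 difference from day 14 to day 70 was -0.67 ± 1.35 on the log2 scale (SD, n = 6; exact sign-flip p = 0.375).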

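In late chronic infection, LAG3 had a median signal of 2320 in p11C-specific and 1425 in p54AS-specific cells, a 1.63-fold difference that was higher in 5 of 5 animals. The exact signed-rank p was 0.0625, the smallest that 5 pairs allow, so that the study's threshold on p could not be met. The mean log2 difference was 1.47 ± 1.09 (SD, n = 5; limma adjusted p = 0.569), and without animal 1 the ratio of medians was 2.49.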

During late chronic infection, *LAG3* was expressed at increased levels in the dominant p11C-specific cells (1.7-fold). Therefore, the dominant p11C-specific cells showed higher expression of exhaustion-associated genes than the subdominant p54AS-specific cells.

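The 5 measured genes of Table 2 did not shift together over days 14 to 70 (camera adjusted p = 0.837), with 2 of them higher and 3 lower in p11C-specific cells. In late chronic infection 5 of 5 had a higher mean in p11C-specific cells (camera adjusted p = 0.0213; adjusted p = 0.294 with an estimated correlation), and 1 was higher when adjusted over the list alone. The call was lost without a filter (adjusted p = 0.0657), with a stricter one (0.0898) and with B cell and monocyte markers as a covariate, chosen after seeing the data (0.266), and ran from 0.00727 to 0.294 over all alternatives. At that time the markers of B cells and of monocytes and neutrophils were lower in p11C-specific cells in 5 of 5 animals, with list means of -1.2 ± 1.43 and -0.547 ± 0.49 on the log2 scale (SD, n = 5). Equal marker levels lie outside the range of these animals, so that the fit with the covariate extrapolates. Averaged over days 14 to 70, LAG3 was 1.91-fold higher in 6 of 6 animals (limma adjusted p = 0.197) and EOMES 1.28-fold lower, higher in 1 of 6. From LAG3 and CTLA4 the paper concludes that the dominant cells showed higher expression of exhaustion-associated genes.

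**Figure D3:**
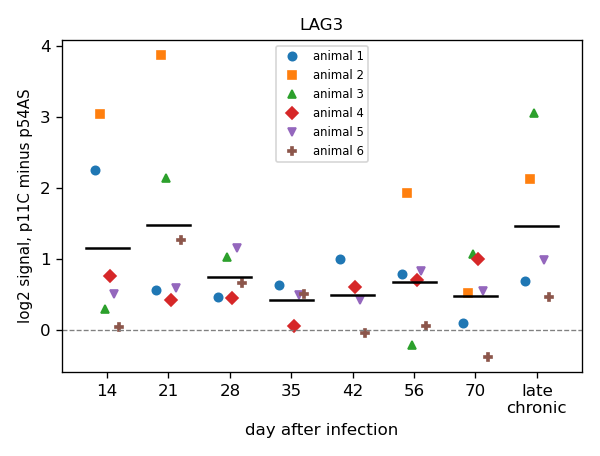
Difference in log2 signal of LAG3, p11C minus p54AS, within each animal (points) at each day after infection; black bars are means over animals and the dashed line marks no difference. The points lie above the line in 6 of 6 animals on days 14 and 21 and in 5 of 5 in late chronic infection.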

**Table 2:** Expression of exhaustion-associated genes.

	Median Fold Change (p11C/p54AS)		
Gene (Protein)	Day 14	Day 70	Week 31/32
*cd244* (2B4)	−1.1	−1.1	1.0
*havcr2* (TIM-3)	−1.0	−1.1	1.1
*lag3* (LAG-3)	3.2*	1.0	1.7*
*pdcd1* (PD-1)	−1.1	−1.0	−1.1
*ctla4* (CTLA-4)	1.0	1.0	−1.0
*ctla4*	1.5*	1.0	−1.0
*ctla4*	−1.1	−1.1	1.0
*prdm1* (BLIMP-1)	1.1	1.1	1.1
*prdm1*	−1.0	−1.2	−1.0
*prdm1*	1.0	−1.1	−1.0
*prdm1*	−1.2	−1.1	−1.0
*cd160* (CD160)	−1.1	−1.2	−1.2
*tbx21* (T-bet)	1.1	−1.1	−1.1
*eomes* (Eomesodermin)	−1.0	−1.7	−1.1
*klrg1* (KLRG1)	−1.1	1.1	1.2
*klrg1*	1.1	−1.1	−1.0

* p≤0.05.

### High TCR:pMHC affinity correlates with the epitope dominance

We were interested in identifying mechanisms underlying the differences in the frequency and function of epitope-specific cells within an immunodominance hierarchy. Since TCR:pMHC interactions can influence T cell activation, proliferation, and function [43]–[49], we considered that TCR:pMHC interactions might play a role in the establishment of the magnitude or of the functionality of CD8^+^ T cells within an immunodominance hierarchy. We employed a surface plasmon resonance (SPR)-based technique developed in our laboratory that assesses the interaction of TCRs from a polyclonal epitope-specific CD8^+^ T cell population with monomeric pMHC complexes [50] to evaluate the role of TCR:pMHC binding in determining the Mamu-A*01-restricted epitope immunodominance hierarchy.

For initial measurements of the binding of the p11C-, p54E660-, and p68A-specific TCRs to their respective monomeric pMHC complexes, we sorted total CD8^+^ T cells from seven Mamu-A*01^+^ SIVsmE660-infected monkeys. Detergent-resistant micro-domain (DRM) preparations from sorted cells, which were enriched in TCR complexes, were immobilized onto a Biacore L1 chip. Initial assays demonstrated that specific binding to DRM preparations could be detected using monomers constructed with the dominant p11C and subdominant p54E660 epitope peptides (Figure 6A and Figure S8). The binding signal from the p54E660 monomers was weaker than that of the p11C monomers at the same concentration. We were unable to detect specific binding of the monomers constructed with the more subdominant p68A epitope peptide at any of the concentrations of monomers (25–150 μg/mL) that were initially evaluated (Figure 6A).

**Figure 6:**
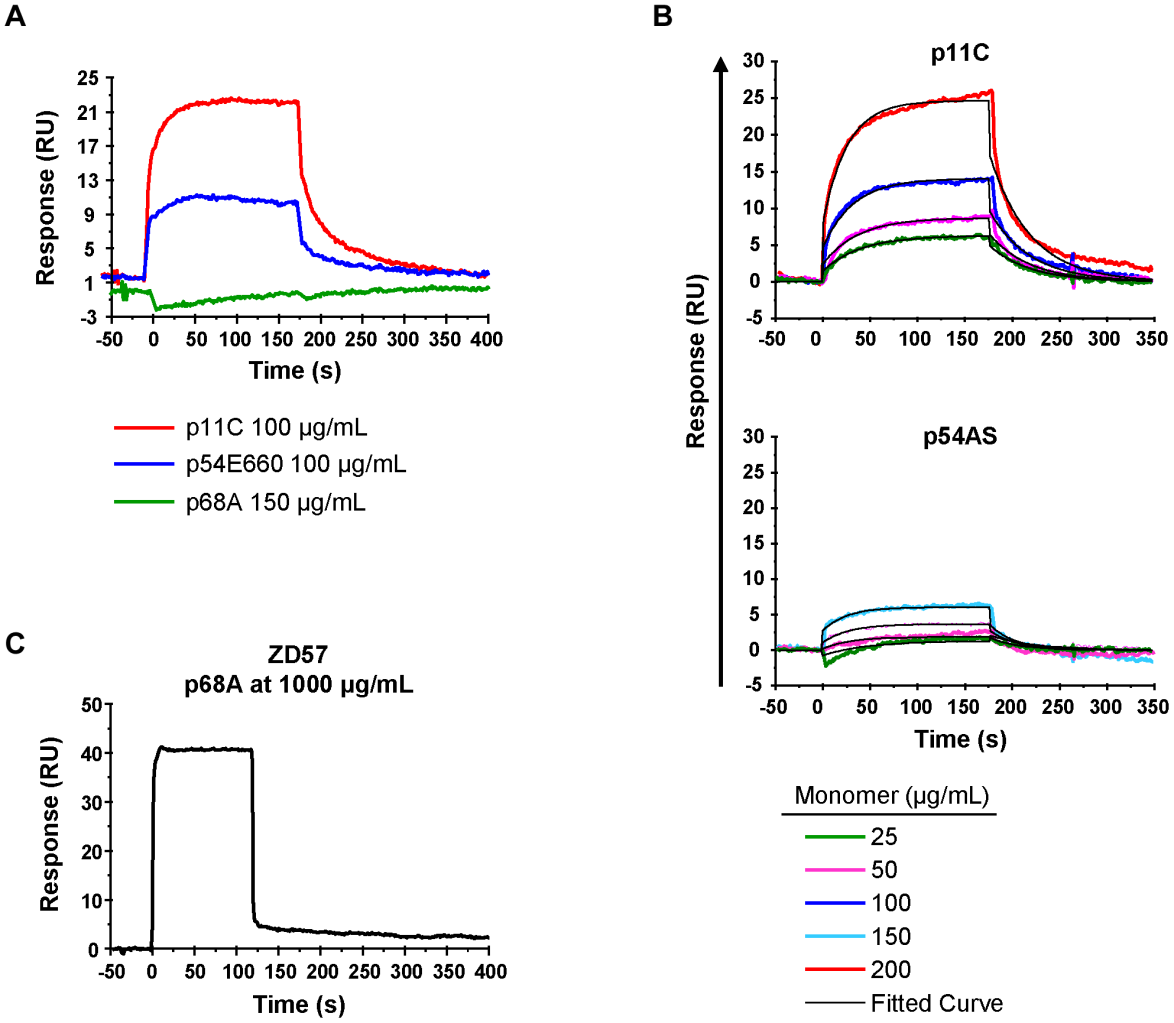
TCR:pMHC measurements. DRMs were purified from total CD8^+^ T cells sorted from seven chronically-infected SIVsmE660-infected monkeys. The DRMs were evaluated for specific binding, measured in resonance units (RU), to pMHC monomers constructed with p11C, p54E660, and p68A epitope peptides and Mamu-A*01. Data are representative of the binding observed from all seven monkeys evaluated. A) Initial experiments to detect p11C, p54E660, and p68A monomer binding to DRMs. 100 μg/mL p11C (red), 100 μg/mL p54E660 (blue), and 150 μg/mL p68A (green) pMHC monomer binding are overlaid from experiments conducted on separate Biacore Chips. Binding of the p68A:Mamu-A*01 monomer to the DRMs was not observed at any concentration of monomer tested (25–200 μg/mL). B) Titrations of p11C (top) and p54E660 (bottom) peptide:Mamu-A*01 monomers for calculation of binding kinetics and affinity. Overlaid sensograms of the binding of p11C and p54E660 pMHC monomers to DRMs purified from total CD8^+^ T cells are shown. Monomer binding was evaluated using pMHC concentrations ranging from 25 to 200 μg/mL. The black curve shows the Langmuir fitted curve that was used to calculate kinetics. C) Detection of p68A peptide:Mamu-A*01 monomer binding to DRMs. p68A-specific CD8^+^ T cells were collected from multiple tetramer-specific flow cytometric cell sorts and pooled for DRM purification. Titrations of p68A pMHC monomers were performed at concentrations ranging from 150 to 1000 μg/mL. Binding to DRMs from monkey ZD57 at 1000 μg/mL is shown and is representative of the four monkeys that were evaluated. All readings have been normalized by subtracting the binding of the control monomer TL8 run at the same concentrations as the experimental monomers.

We performed titrations of the p11C and p54E660 pMHC monomers on DRM preparations from all seven monkeys (Figure 6B and Figure S9) and used a 1∶1 Langmuir curve fitting analysis to calculate the association rate (*k_a_*) and the dissociation rate (*k_d_*) of the TCR:pMHC binding interaction (Table 3). The p11C:Mamu-A*01 monomers bound to the DRM samples with a median *k_on_* of 7.38×10^3^/Ms (range 3.56–28.6×10^3^/Ms), which was faster than the p54E660:Mamu-A*01 monomers that had a median *k_on_* of 0.96×10^3^/Ms (range 0.66–1.87×10^3^/Ms). The dissociation rate of p11C:Mamu-A*01 monomers from DRMs (median *k_off_* 0.024/s, range 0.015–0.030/s) was not substantially different from that of p54E660:Mamu-A*01 monomers (median *k_off_* of 0.033/s, range 0.021–0.061/s). The apparent dissociation constants (K_d_) were derived from the kinetic rate constant values and showed that the p11C:Mamu-A*01 monomers had a lower median K_d_ (2.0 μM, range 1.0–6.8 μM) than the p54E660:Mamu-A*01 monomers (32 μM, range 22–43 μM). Thus, monomers constructed with the dominant p11C peptide epitope exhibited faster association rates to chip-immobilized DRMs, resulting in higher affinities (lower K_d_) to TCRs than monomers constructed with the subdominant p54E660 epitope peptide.

**Table 3:** TCR:pMHC binding values.

	*k_on_* (×10^3^M^−1^s^−1^)	*k_off_* (s^−1^)	K_d_ (μM)
p11C	7.38 (3.56–28.6)	0.024 (0.015–0.030)	2.0 (1.0–6.8)
p54E660	0.96 (0.66–1.87)	0.033 (0.021–0.061)	32 (22–43)
p68A	≥10*	≥1‡	≥100†

Values are the median (range) from seven monkeys.

*k_on_*, association rate.

*k_off_*, dissociation rate.

K_d_, equilibrium dissociation constant. Calculated using the equation *k_off_*/*k_on_*.

* *k_on_* of the p68A monomers was estimated as being at least as fast as the fastest measured monomer, p11C.

‡ *k_off_* of p68A monomers was estimated as being at least as fast as the limit of detection of the Biacore instrument, approx.1/s.

† K_d_ of p68A monomer binding calculated using estimated values of the *k_on_* and *k_off_* using the equation *k_off_*/*k_on_*.

We speculated that the inability to detect the binding of p68A:Mamu-A*01 monomers to the DRM preparations may be due to a substantially lower affinity of the p68A:Mamu-A*01 complex for its cognate TCRs. The difficulty in detecting binding was also likely exacerbated by the low frequency of the p68A-specific cells, which would have resulted in underrepresentation of the p68A-specific TCRs in the DRMs. Therefore, we pooled DRMs from p68A-specific cells sorted from multiple time points. These samples contained two- to six-fold more p68A-specific cells than samples from the initial experiments.

Using these DRM preparations containing more p68A-specific cells and using higher concentrations of p68A:Mamu-A*01 monomers (>100 μg/mL), we detected specific DRM binding (Figure 6C and Figure S10). However, specific monomer binding exhibited extremely fast association and dissociation rates and was detected only at very high concentrations. As a result, reliable K_d_ values could not be measured using global curve fitting analyses. Our previous measurement of p11C and p54E660 pMHC monomer binding to DRMs indicated that p11C had the fastest association rate. The association rate of the p68A monomer to its respective TCRs was at least as fast as the association of the quantifiable p11C monomer, although likely to be even faster. Therefore, we estimated that the *k_on_* for p68A was at least 10×10^3^/Ms. Knowing that the Biacore instrument's lower limit of detection of dissociation is about 1/s, we estimated that the *k_off_* of the p68A:Mamu-A*01 monomer from its respective TCRs was at least as fast as 1/s. Using these estimated *k_on_* and *k_off_*, the apparent K_d_ of the p68A monomer was estimated be at least 100 μM (Table 3).

Therefore, the calculated K_d_ values were lowest for p11C monomers, intermediate for p54E660 monomers, and estimated to be highest for p68A monomers. In summary, epitope dominance was associated with the hierarchy of TCR affinities. Affinity differences were driven by the fast association rate of the dominant p11C epitope:Mamu-A*01 complex to its respective TCRs and likely fast dissociation rate of the more subdominant p68A:Mamu-A*01 complex.

## Discussion

The development of an effective vaccine against a pathogen such as HIV-1 will require a detailed understanding of the interplay between epitope immunodominance and the functional capacities of epitope-specific CD8^+^ T cells. The present study was undertaken to explore this relationship in SIV-infected rhesus monkeys.

It is important to note that our longitudinal gene expression analyses were conducted with a restricted sample size of six monkeys. In addition, because of the large numbers of cells required for RNA isolation, we were unable to perform phenotyping or functional assays during acute infection. Despite these clear limitations, we were able to detect a number of significant differences in gene expression between the dominant and subdominant epitope-specific populations during acute infection. Baron *et al* had similar findings, in a murine model, where they characterized a dominant (H7^a^) and a cryptic (HY) H2-D^b^–restricted epitope-specific CD8^+^ T cell population [20]. In the murine model, the cryptic epitope-specific cells had higher IL7R expression during primary expansion and higher L-selectin/SELL on all timepoints evaluated. Similarly, we found that both *IL7R* and *SELL* were higher in the subdominant p54AS-specific cells. Additionally, Baron *et al* found that *GZMA* was highly expressed in the dominant epitope-specific CD8^+^ T cells. We found a trend toward higher expression of *GZMA* and significantly higher expression of *GZMB* and *GZMK* in the dominant epitope-specific populations. This suggests that common gene networks are involved in the regulation of dominant immunologic responses.

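GZMA, which encodes granzyme A, was 1.25-fold higher by the ratio of medians in p11C-specific cells on day 14, in 5 of 6 animals (exact signed-rank p = 0.0625). It was higher in 6 of 6 animals on day 56 (1.23-fold, exact p = 0.03125), below the fold threshold. From day 14 to day 70 GZMA fell by 1.77 on the log2 scale within the p11C-specific cells (standard error 0.27, limma adjusted p = 0.0229), in 6 of 6 animals, and PRF1 fell by 1.65 (standard error 0.28, limma adjusted p = 0.0322), calls that were lost with arrays scaled to a common median. Arrays of these days lacked values for different sets of probes within every animal, so that time and group of arrays were not separated. In p54AS-specific cells the GZMA change was -1.63 (standard error 0.45, limma adjusted p = 0.414) and the PRF1 change -1.56 (standard error 0.50, limma adjusted p = 0.463). By limma 0 probes passed the test of the difference between the populations' changes. With 303 at an unadjusted p under 0.05, the count lay below the 383 that a share of 0.05 of the probes gives.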

We also evaluated the expression of exhaustion-associated genes between the dominant and subdominant epitope-specific cells. We found that the dominant p11C-specific cells had increased expression of genes encoding LAG-3 and CTLA-4 during acute infection, both of which are known to be upregulated upon TCR stimulation [51], [52]. The role of these exhaustion-associated genes during acute infection is not well established and it is unclear to what extent these molecules impair CD8^+^ T cell function during acute HIV/SIV infection. Their increased expression on the dominant p11C-specific cells during acute infection suggests that these cells were experiencing a greater level of activation driven by greater stimulation through their higher-affinity TCRs. On day 70, no differences in gene expression were noted between the dominant and subdominant epitope-specific cells. However, by late chronic infection, the dominant p11C-specific cells showed increased levels of *LAG-3* transcripts. LAG-3 is a well-described marker of exhausted CD8^+^ T cells during chronic viral infections [53], [54], including HIV [55]. However, while LAG-3 expression on CD8^+^ T cells has been shown to contribute to immune suppression in certain mouse models [56], its suppressive effect during HIV/SIV infection remains unclear [57], [58]. Additional studies are needed to confirm the cell surface expression of this protein and determine the extent to which increased expression contributes to functional differences between dominant and subdominant SIV/HIV epitope-specific cells.

In the present study, we found that dominant epitope-specific cells had greater cytotoxic potential, whereas the subdominant epitope-specific cells displayed enhanced proliferation capacity combined with increased cytokine and chemokine production. Importantly, these dominant epitope-specific cells had higher TCR affinity, a measure that typically correlates with functional avidity [59]–[61]. The ability of HIV/SIV epitopes with higher functional avidity to induce T cells that are less polyfunctional with lower proliferative capacity has been described by Harari *et al* [62] and Viganò *et al* [63]. These studies also corroborate our findings that cells of increased avidity also exhibited increased expression of exhaustion-associated molecules. Similarly, Conrad *et al* found that dominant TCR clonotypes exhibited reduced *in vitro* cytokine production and survival compared to the subdominant clonotypes that was associated with increased TCR avidity and increased expression of PD-1 [64]. These studies support the notion that reduced CD8^+^ T cell avidity promotes the development of polyfunctional T cells that under conditions of persistent high antigenemia may be able to partially control viral replication. This is also supported by the fact that increased avidity is significantly associated with viral escape [65]–[67] and increased induction of cell death and exhaustion [68], [69]. Collectively, these studies are consistent with our findings and suggest that to generate polyfunctional T cells after vaccination, the antigens used cannot confer extremely high TCR affinity; otherwise exhausted and monofunctional T cells will be generated.

The finding that the dominant p11C-specific cells were not highly polyfunctional is surprising considering that these cells are thought to be predominantly responsible for control of SIV viral replication [70], [71]. This reduced polyfunctionality may be compensated by a number of other cell characteristics. First, they may possess higher functional avidity, a characteristic that also correlates strongly with HIV control [15], [60], [72], [73] and higher TCR affinity [59]–[61]. Second, the dominant epitope-specific cells are present at substantially higher frequencies and contain greater amounts of perforin and granzyme than the subdominant epitope-specific cells. Thus on a percentage basis, the former population has an increased capacity to kill virus-infected cells. Finally, they may have greater TCR cross-reactivity to epitope variants, a characteristic that is thought to be an important component of durable HIV control by CD8^+^ T cells [73], [74]. In support of this possibility, Mothe *et al* found that HIV controllers had higher functional avidity that was associated with higher cross-reactivity of CD8^+^ T cells to HIV epitope variants compared to non-controllers [73]. Additionally, Bennett *et al* generated a panel of mutant TCRs specific for the HIV epitope SL9 and found that those TCR mutants with higher TCR avidities generally were more cross-reactive to SL9 variants than those with lower avidities [61]. In contrast, the previously-mentioned study by Conrad *et al* found that the high TCR avidity of the dominant clonotypes had reduced cross-reactivity than subdominant clonotypes [64]. Future studies should compare the TCR cross-reactivity to variant epitopes between the dominant p11C- and the subdominant epitope-specific cells to determine the extent that it contributes to the protective capacity of the p11C-specific cells.

We found that TCR affinity was predictive of frequency of the dominant and subdominant epitope-specific cells that are generated. The role of TCR:pMHC interactions in determining immunodominance hierarchies has been largely unexplored. A limited number of murine studies that have addressed this by measuring TCR dissociation rates using peptide:MHC class I tetramers have either found a lack of association between TCR affinity and epitope dominance [75] or found an association in the opposite direction [76]. The discordance between these studies and ours may be that for the measurement of the TCR dissociation rate the mouse studies used pMHC tetramers as opposed to monomers used in the present study. It is known that the accuracy of pMHC tetramers to predict physiologic TCR:pMHC binding affinities is limited [77], [78]; The multi-valency of tetramers combined with their propensity to aggregate can complicate accurate measurement of these interactions [79]. Moreover, the present study found that overall binding affinity (which incorporates both association and dissociation rate), rather than dissociation rate alone, was predictive of epitope dominance. In the above-mentioned murine studies, only the dissociation rate was assessed, leaving the association rate and affinity unknown. Slower association rates have been previously attributed to induced-fit or thermodynamic entropic penalty [80]–[82] in TCR binding and as such, pMHC epitopes that bind with faster association rates may outcompete those that bind with slower kinetic rates and gain dominance in response. Therefore, it is possible that association rate also played a role in the immunodominance hierarchies in these mouse studies and its measurement may have been informative about the particular parameter of the TCR:pMHC interactions that was important for immunodominance.

The present study found that high-frequency dominant epitope-specific CD8^+^ T cells had reduced proliferation and cytokine production but increased cytotoxicity potential compared to low-frequency subdominant epitope-specific CD8^+^ T cells. This was associated with higher TCR affinity and increased expression of exhaustion-associated genes in the dominant epitope-specific cells. The engineering of higher-affinity TCRs has been explored for enhancement of HIV immunity [61], [83]. However, our findings suggest that high TCR affinity may increase susceptibility to exhaustion and reduced functionality, although it may also promote higher cytotoxic potential. Since both proliferation and cytokine production as well as cytotoxicity are associated with superior control of HIV replication, antigen targets of engineered TCRs or antigens that are included in an HIV vaccine should be of both high and low affinity. The high-affinity antigens will promote epitope-specific CD8^+^ T cells of high frequency with high cytotoxic potential while the low-affinity antigens will promote CD8^+^ T cells that are more polyfunctional and proliferative and that have decreased potential for exhaustion.

## Materials and Methods

### Ethics statement

Indian-origin rhesus monkeys used in this study were maintained according to the guidelines of the National Institutes of Health (NIH) Guide to the Care and Use of Laboratory Animals and the approval of the Institutional Animal Care and Use Committee (IACUC) of Harvard Medical School (protocol # 03503) and the NIH. The institution also accepts as mandatory the Public Health Service Policy on Humane care and use of Laboratory Animals by Awardee Institutions and the NIH Principles for the Utilization and Care of Vertebrate Animals used in Testing, Research and Training. The New England Primate Research Center (NEPRC) is fully accredited by the Association for Assessment and Accreditation of Laboratory Animal Care International (AAALAC). The NEPRC has developed a comprehensive environmental enrichment, psychological well-being, and minimization of distress plans for primates that is available for inspection by the United States Animal and Plant Health Inspection Service (APHIS) and to officials of any pertinent funding agency. The Harvard Medical School IACUC documents NEPRC compliance with the plan during semiannual facility inspections.

### Animals

Mamu-A*01-positive, Mamu-B*17-negative, Mamu-B*08-negative, Indian-origin rhesus monkeys (*Macaca mulatta*) were selected for these studies by PCR-based MHC typing as previously described [84]. All monkeys were infected intrarectally with either SIVmac251 or SIVsmE660. SIVmac251 infection was administered by a single high dose challenge. SIVsmE660 was administered by a repeated low-dose challenge.

### Antibodies and flow cytometry reagents

Conjugated antibodies and staining reagents included MIP-1β-PE, CD3-PB, CD3-PE-Cy7, CD3-PerCP-Cy5.5, CD3-APC-Cy7, CD3-Horizon V450, CD4-PerCP-Cy5.5, CD4-AmCyan, CD4-FITC, CD8α-APC, CD8α-APC-Cy7, CD8α-AlexaFluor700, CD8α-FITC, CD8α-APC-H7, CD69- ECD (Beckman Coulter), CD20-Horizon V450, CCR7-FITC (R&D Systems), CD95-APC, CCR7-PerCP-Cy5.5, CD28-PE-Cy7 (eBioscience), granzyme B-AlexaFluor700, perforin-FITC (MabTech), IFNγ-PE-Cy7, TNFα- AlexaFluor700, IL-2-APC, CD95-PE, CD95-APC, and Aqua LIVE/DEAD Fixable Dead Cell Stain (Invitrogen). All reagents are from BD Biosciences unless indicated otherwise. For construction of monomers and tetramers, the following peptides were synthesized and purified to >95% by HPLC by New England Peptide LLC: p11C (CTPYDINQM), p54AS (TVPWPNASL), p54E660 (TVPWPNETL), p68A (STPPLVRLV), and TL8 (TTPESANL). The monomers and tetramers were prepared as previously described [85], [86]. Tetramers were prepared using either streptavidin-PE (Prozyme), -APC (Prozyme), -AlexaFluor488 (Invitrogen), or -Qdot655 (Invitrogen). Monomers used in surface plasmon resonance studies were further quantified using an *RC DC* protein kit (Bio-Rad).

### RNA extraction and microarray analysis

Peripheral blood was collected on days 14, 21, 28, 35, 42, 56, 70, and at week 31 or 32 post-inoculation with SIVmac251. Plasma viral RNA from these samples was measured using an ultra-sensitive branched DNA amplification assay (Siemens Diagnostics, Berkeley, CA). PBMC were stained with p11C and p54AS tetramers and CD3 and CD8 antibodies at 4°C. Tetramer-positive single CD3^+^CD8^+^ lymphocytes were sorted to ≥95% purity into RNAprotect (Qiagen) at 4°C. RNA was isolated using a Trizol (Invitrogen) extraction protocol. Briefly, 0.8 ml of Trizol were added to the cell pellet and incubated for 5 minutes at room temperature and 0.16 ml of chloroform were added, shaken vigorously by hand for 15 seconds, incubated at room temperature for 2–3 minutes and centrifuged at 13,000 rpm for 15 minutes at 4°C. The colorless upper aqueous phase was carefully collected and transferred to a new tube containing 2 μl of linear acrylamide for mixing. An equal volume of isopropyl alcohol was then added and mixed. The mixture was incubated at room temperature for 10 minutes and centrifuged at 13,000 rpm for 10 minutes at 4°C. The supernatant was collected and the RNA was washed with 1 ml of 70% ethanol and centrifuged at 10,500 rpm for 5 minutes at 4°C. The supernatant was completely removed and the RNA pellet was allowed to air-dry. The RNA was then resuspended in RNase-free water and stored at −80°C. RNA integrity was tested using an Agilent Bioanalyzer. RNA was then amplified using the TargetAmp 2-Round Biotin-aRNA Amplification Kit 3.0 (Epicentre Biotechnologies) according the manufacturer's instructions. Amplified biotinylated antisense-RNA (aRNA) was resuspended in RNase-free water and stored at −80°C. Nanodrop ND-1000 was used to determine the biotinylated aRNA concentration and an Agilent Bioanalyzer was used to determine its integrity. Amplified aRNA was hybridized to Illumina Human HT-12 Expression BeadChips according to the manufacturer's instructions and was stained with Streptavidin Cy3 for detection (Illumina, San Diego, CA, USA). The Human HT-12 BeadChip assays 48,000 transcripts. The BeadChips were built with sequences derived from the National Center for Biotechnology Information Reference Sequence (NCBI RefSeq) database (Build 36.2, Release 22). Arrays were scanned according to the manufacturer's instructions. Processing of the raw array data was performed using Illumina BeadStudio software. Matlab (Mathworks, Natick, MA, USA) was used to perform statistical analysis of gene expression data. The entire expression dataset was first quantile-normalized. Fold-differences of individual transcripts were computed as the ratios of the median expression levels of the p11C- to those of the p54AS-specific CD8^+^ T cells (p11C/p54AS). When p54AS expression values were larger than p11C values, the negative reciprocal was calculated. A Wilcoxon signed-rank test was used to evaluate the significance of the differences in gene expression between p11C- and p54AS-specific CD8^+^ T cells. Genes whose expression was significantly different between the p11C- and p54AS-specific cell samples and whose median fold change difference was at least ±1.5 were considered differentially expressed. The Minimum Information about a Microarray Experiment (MIAME) criteria have been met by these experiments. The complete dataset is available in the Gene Expression Omnibus, accession number GSE54001.

### Flow cytometric analysis

In order to collect and analyze comparable numbers of each CD8^+^ T cell specificity, different numbers of PBMCs were used for each p11C, p54, and p68A sample. Input numbers of PBMCs were dependent on the expected relative frequency of each epitope-specific population. For example, if the expected frequencies of the p11C-, p54-, and p68A-specific CD8^+^ T cells were 10%, 1%, and 0.1%, respectively, then the ratio of the numbers of cells used for each sample was 1∶10∶100. Staining volumes, washing volumes, and amounts of staining reagents used were adjusted for each sample to ensure the same cell-to-reagent concentration ratios were used for all samples. For quantification of epitope-specific CD8^+^ T cells, PBMCs were stained with tetramer and CD3, CD4, and CD8 antibodies. For phenotyping, PBMCs were additionally stained with CD20, CD95, CD28, and CCR7 antibodies. For *ex vivo* measurement of perforin and granzyme B, PBMCs were stained with tetramer, CD3, CD4, and CD8 antibodies and then stained intracellularly with perforin and granzyme B antibodies as previously described [87]. FMO samples were also prepared to set the gates for perforin and granzyme B gating. All flow cytometric data were collected on an LSRII (BD) and analyzed using FlowJo (Tree star). Statistical analysis of flow cytometric data was conducted in GraphPad Prism 5. Wilcoxon signed rank test was used to compare groups. *P-values* ≤0.05 were considered significant. Bonferroni correction was used for multiple comparisons with significant *p-values* ≤0.05/(number of comparisons) considered significant.

### Cytokine and chemokine production

Measurements of IL-2, IFNγ, TNFα, and MIP-1β production by epitope-specific CD8^+^ T cells following stimulation of 1 nM peptide was performed in 5 mL FACS tubes as previously described [50]. Flow cytometric data were gated on single, live, CD3^+^CD4^−^CD8^+^CD69^+^ lymphocytes. Boolean gating was used to calculate percent of polyfunctional cells.

### Expansion of epitope-specific CD8^+^ T cells

PBMCs, at approximately 3×10^6^ lymphocytes/mL (measured using Guava EasyCyte automatic cytometer (Millipore)), were plated in flat-bottomed culture plates and stimulated for expansion with 1 nM epitope peptide. Approximately 1×10^6^ PBMCs were also stained with tetramers and CD3, CD4, and CD8 antibodies, to measure the frequency each CD8^+^ T cell specificity before peptide-stimulated expansion (day 0). 20 U/mL IL-2 (Hoffmann-LaRoche) was added to stimulated cells on day 3, and media supplemented with IL-2 was changed thereafter as needed. Samples were harvested on days 3, 4, 5, 6, 8, 10, 12, and 14 post-stimulation for staining with aqua LIVE/DEAD, tetramer and CD3, CD4, and CD8 antibodies for flow cytometric analysis. Flow cytometric data were gated on single, live, CD3^+^CD4^−^CD8^+^ tet^+^ lymphocytes.

### Surface plasmon resonance (SPR) measurements

Freshly isolated PBMCs were enriched for CD8^+^ T lymphocytes using Miltenyi's magnetic-activated cell sorting (MACS) kit for isolation of untouched NHP CD8^+^ T cells according to the manufacturer's instructions. Isolated CD8^+^ T cells were then stained at 4°C with tetramers and CD3 and CD8 antibodies. Sorting was performed on an Aria flow cytometer/cell sorter (BD). For initial TCR binding analyses, cells were only stained with the TL8 tetramers and those cells that were positive for TL8 were excluded from the sorted CD3^+^CD8^+^ lymphocytes. For repeated TCR binding analysis for enrichment of p68A-specific TCRs, cells were stained with TL8, p54E660, and p68A tetramers, and multiple populations were simultaneously sorted: p54E660^−^ p68A^−^ TL8^−^, p54E660^+^ p68A^−^ TL8^−^, and p54E660^−^ p68A^+^ TL8^−^. These sorted populations were subsequently combined during purification of the DRMs. For samples with low total cell number, extra DRMs from cells not specific for any of the epitopes being evaluated were added to provide extra mass to the pellet during centrifugation. These extra DRMs were obtained from sorted single CD3^+^CD8^+^ lymphocytes that were negative for all evaluated epitope specificities (p11C^−^p54E660^−^p68A^−^TL8^−^). All sorted cells were resuspended in a 4°C solution of protease inhibitors (1 μg/mL each leupeptin, pepstatin, and aprotinin) and stored at −80°C until analysis. DRM purification was carried out as described previously [50] with the modification that the repeat samples for measurements of p68A were conducted at concentrations up to 1,000 μg/mL of monomer. The specific binding signal was obtained by subtracting the non-specific signal from TL8 pMHC control monomer binding to the TL8-depleted DRM preparation when injected at the same concentration from the p11C, p54E660, or p68A binding signal. The global curve fitting to the Langmuir equation was used to derive kinetic rate constants (*k_on_* and *k_off_*) for calculation of equilibrium dissociation constant K_d_ as previously described [88], [89]. All SPR measurements were carried out on a Biacore 3000 instrument, and data analyses were performed using BIAevaluation 4.1 software (GE Healthcare).

## Supporting Information

Figure S1 **Gating of p11C- and p54AS-specific CD8^+^ T cells sorted for microarray analyses.** Gates for p11C (y-axis) and p54AS (x-axis) tetramers on samples sorted from each of the six Mamu-A*01 ^+^ rhesus monkeys (107-06, 112-06, 125-06, 133-06, 142-06, and 202-06) used in the gene expression analysis. Plots are gated on single CD3^+^CD8^+^ lymphocytes and percent of tetramer-positive cells are shown on each plot for the p11C- (upper left) and p54AS- (middle right) positive cells. 50,000 CD8^+^ T cells events are displayed for all samples except where indicated in upper right corner of plots. The data file for 107-06 on day 56 was corrupt and not available for re-analysis.
(TIF)

Figure S2 **Individual values of genes differentially expressed between dominant p11C- and subdominant p54AS-specific CD8^+^ T cells.** Shown are the individual normalized expression, measured in fluorescence units, for each A) maturation, B) cytotoxicity, and C) proliferation and apoptosis gene that was determined to be differentially expressed between p11C- and p54AS-specific cells. Plots include values for which its matching pair is missing and therefore were not used in determination of differential expression. Fold change values are indicated in upper left corner. An asterisk under fold change values is present if that gene met the criteria for differential expression on that timepoint. For those genes with more than one probe on the BeadChip, the numerical probe IDs are included in the gene name. Red, p11C. Blue, p54AS.
(PDF)

Figure S3 Staining and gating of tetramers for quantification of epitope-specific cells in Mamu-A*01 immunodominance hierarchies. Gating of p11C-, p54AS/E660-, and p68A-specific CD8^+^ T cells from A) SIVmac251- and B) SIVsmE660-infected animals. 50,000 CD8^+^ T cell events are displayed on each flow plot. SIVmac251 frequencies were measured between weeks 37–50, except for 133-06 which died early and data used are from week 18. SIVsmE660 frequencies were measured between weeks 19–22.
(TIF)

Figure S4 **Representative flow staining and gating for phenotyping.** Representative staining and gating for phenotyping of tetramer-positive cells from (A) SIVmac251- and (B) SIVsmE660-infected monkeys. Left, Staining and gating of tetramer-positive cells among CD8^+^ T cells (40,000 CD8^+^ T cell events are shown). Right, staining and gating of CD28 (y-axis) and CCR7 (x-axis) cell surface proteins among the tetramer-positive cells (1,000 tetramer-positive events are shown). Phenotyping was conducted between weeks 44–78 for SIVmac251 and 33–46 for SIVsmE660.
(TIF)

Figure S5 **Representative staining and gating of perforin and granzyme B.** Mamu-A*01 tetramers were used to identify p11C-, p54AS/E660-, and p68A-specific cells among PBMCs from monkeys chronically-infected with either SIVmac251 or SIVsmE660. Perforin and granzyme B content within the tetramer-positive cells were measured by flow cytometry. A) FMOs used to set gates for perforin (left) and granzyme B (right). For SIVmac251 (B) and SIVsmE660 (D), representative staining and gating of tetramer-positive cells (left) and perforin^+^granzyme B^+^ cells among the tetramer-positive cells (right). 250,000 CD8^+^ T cells are shown on flow plots of tetramer staining. 1,000 tetramer-positive events are shown on flow plots of perforin and granzyme B staining. For SIVmac251 (C) and SIVsmE660 (E), histograms illustrating fluorescence intensity of perforin (top) and granzyme B (bottom) within the p11C (red), p54AS/E660 (blue), and p68A (green) tetramer-positive cells. FMOs shown as filled gray histograms. Measurements were conducted between weeks 63–83 for SIVmac251 and 41–49 for SIVsmE660.
(TIF)

Figure S6 **Representative staining and gating of tetramers during** ***in vitro*** **expansion.** PBMCs from monkeys chronically-infected with either SIVmac251 (A) or SIVsmE660 (B) were stimulated *in vitro* with either p11C, 54E660/AS, or p68A peptide, harvested on days 3, 4, 5, 6, 8, 10, 12, and 14 following stimulation, and measured by flow cytometry to calculate the percent (upper right on each flow plot) of tetramer-positive CD8^+^ T cells. Expansion was calculated as the fold change (middle left on each flow plot) of the percent of each tetramer-positive population on each day, relative to day 0. Number of CD8^+^ T cell events displayed are the same for pllC, p54AS/E660, and p68A plots within a given day. Measurements were conducted between weeks 40–52 for SIVmac251 and 31–44 for SIVsmE660.
(TIF)

Figure S7 **Representative staining and gating for cytokine and chemokine production.** PBMCs from monkeys chronically-infected with either SIVmac251 (A) or SIVsmE660 (B) were stimulated with either p11C, p54AS/E660, or p68A peptides and intracellular staining was used to assess production of the chemokine MIP-1β and the cytokines IFNγ, TNFα, and IL-2. Left, representative staining and gating of tetramer-positive cells (25,000 CD8^+^ T cell events are shown). Right, corresponding staining and gating of MIP-1β, IFNγ, TNFα, and IL-2 (250 tetramer-positive events are shown). Individual gates were then used in a Boolean analysis for assessment of polyfunctionality. Data was collected between weeks 36–42 for SIVmac251 and 14–25 for SIVsmE660.
(PDF)

Figure S8 Detection of specific binding of p11C and p54E660 peptide:Mamu-A*01 monomers to DRMs. DRMs were purified from total CD8^+^ T cells sorted from seven chronically-infected SIVsmE660-infected monkeys. The DRMs were evaluated for specific binding, measured in resonance units (RU), to pMHC monomers constructed with p11C, p54E660, and p68A epitope peptides and Mamu-A*01. Shown are overlaid readings of the binding of p11C (red) and p54E660 (blue) pMHC monomers at 100 μg/mL. p68A:Mamu-A*01 monomer binding above background was not detected at any concentration and is not shown. Readings have been normalized by subtracting the binding of the control monomer TL8 run at the same concentrations as the experimental monomers.
(TIF)

Figure S9 Titrations of p11C and p54E660 peptide:Mamu-A*01 monomers for calculation of binding kinetics and affinity. Shown are sensograms indicating the binding of p11C (left) and p54E660 (right) pMHC monomers to DRMs purified from total CD8^+^ T cells sorted from seven SIVsmE660-infected monkeys. p11C monomers were run at 25 (green), 50 (pink), 100 (blue), and 200 (red) μg/mL. The ARB0 plot for p11C shows a 150 μg/mL (light blue) run in place of the 100 μg/mL. The AP34, ZD57, and A6V031 plots for p11C do not show the 200 μg/mL run. p54E660 monomers were run at 25, 50, 150, and 200 μg/mL for AP54, ARB0, 8B1, and AS47 and at 25, 100, and 200 μg/mL for AP34, ZD57, and A6V031. The ZD57 plot includes an additional 50 μg/mL run. A Langmuir curve was fit to each binding curve at each concentration and was used to calculate binding kinetics. Readings have been normalized by subtracting the binding of the control monomer TL8 run at the same concentrations as the experimental monomers.
(PDF)

Figure S10 **Detection of p68A monomer binding.** p68A-specific CD8^+^ T cells were collected from multiple tetramer-specific flow cytometric cell sorts and pooled for DRM purification. Titrations of p68A pMHC monomers were performed at concentrations ranging from 150 to 1000 μg/mL. The highest concentration evaluated is shown. Binding of the control monomer TL8 at the same concentration has been subtracted from all readings.
(TIF)

# Supplementary material for: TCR Affinity Associated with Functional Differences between Dominant and Subdominant SIV Epitope-Specific CD8+ T Cells in Mamu-A*01 + Rhesus Monkeys
**Source:** PLoS Pathog. 2014 Apr 17;10(4):e1004069. doi: 10.1371/journal.ppat.1004069

A Maturation

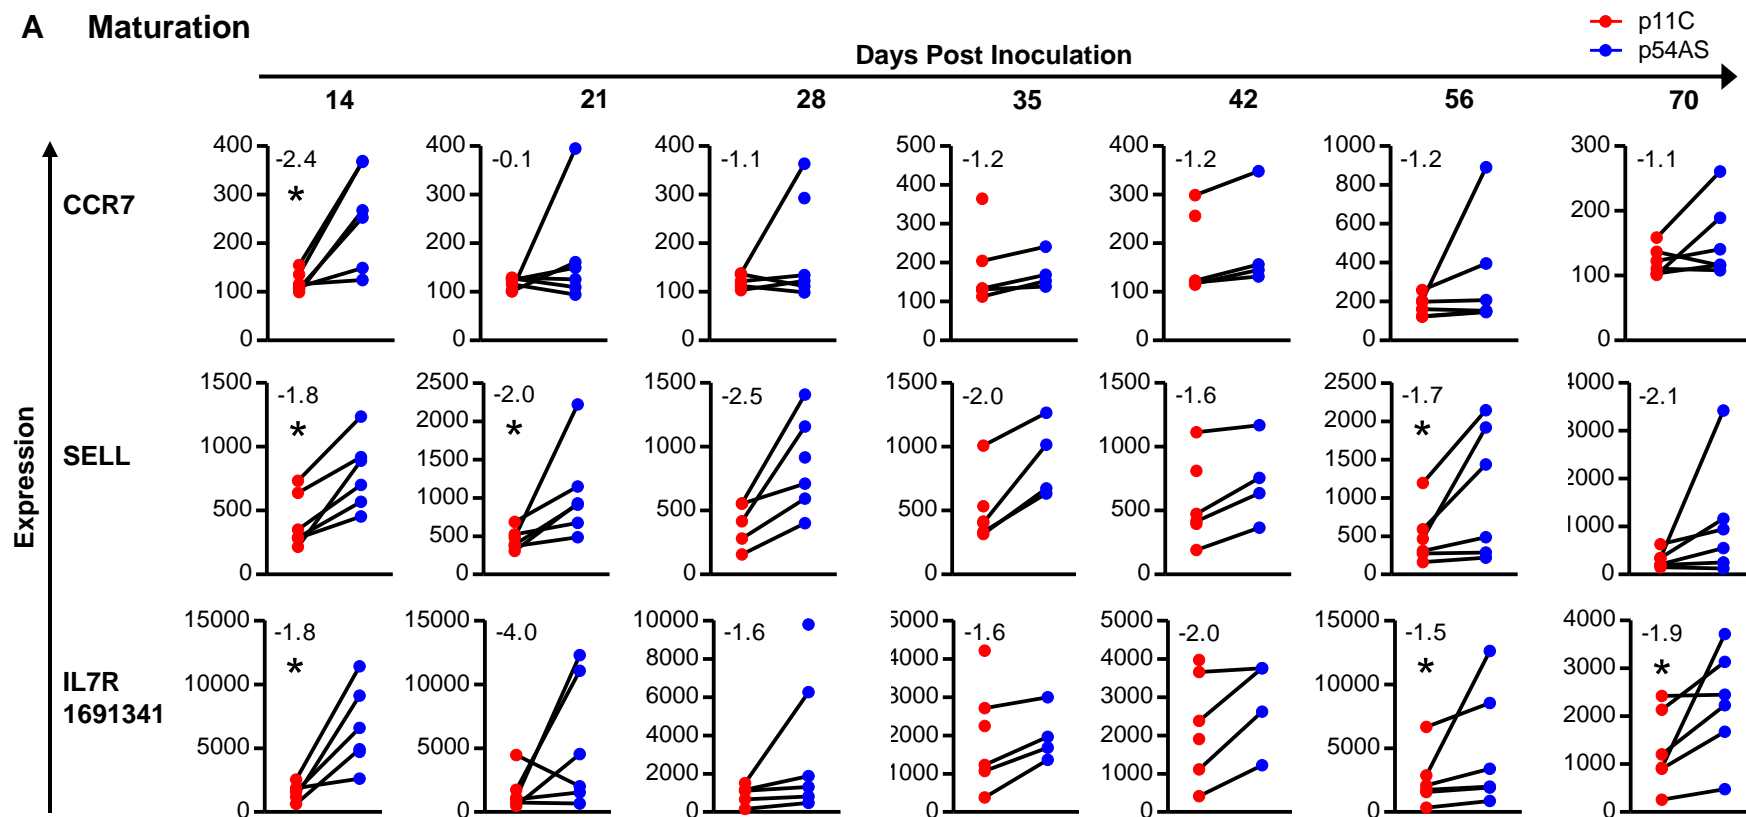

B Cytotoxicity

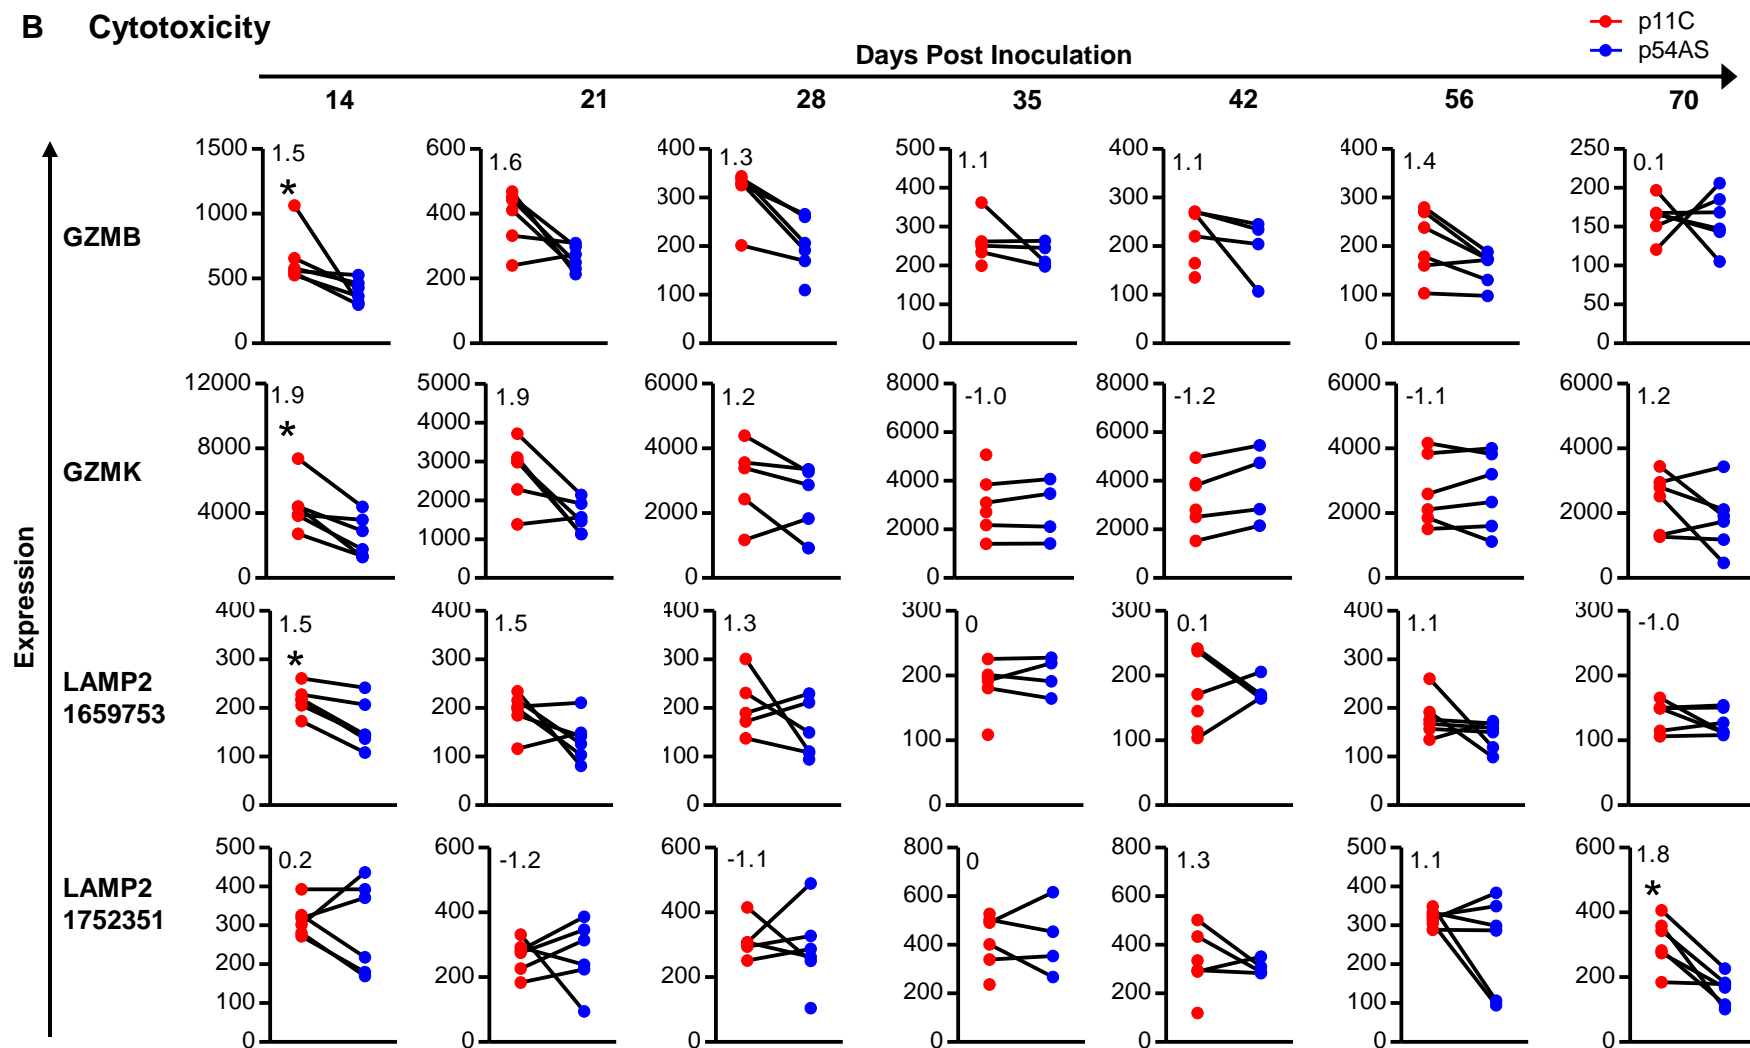

C Proliferation and apoptosis

Expression

Days Post Inoculation

● p11C
● p54AS

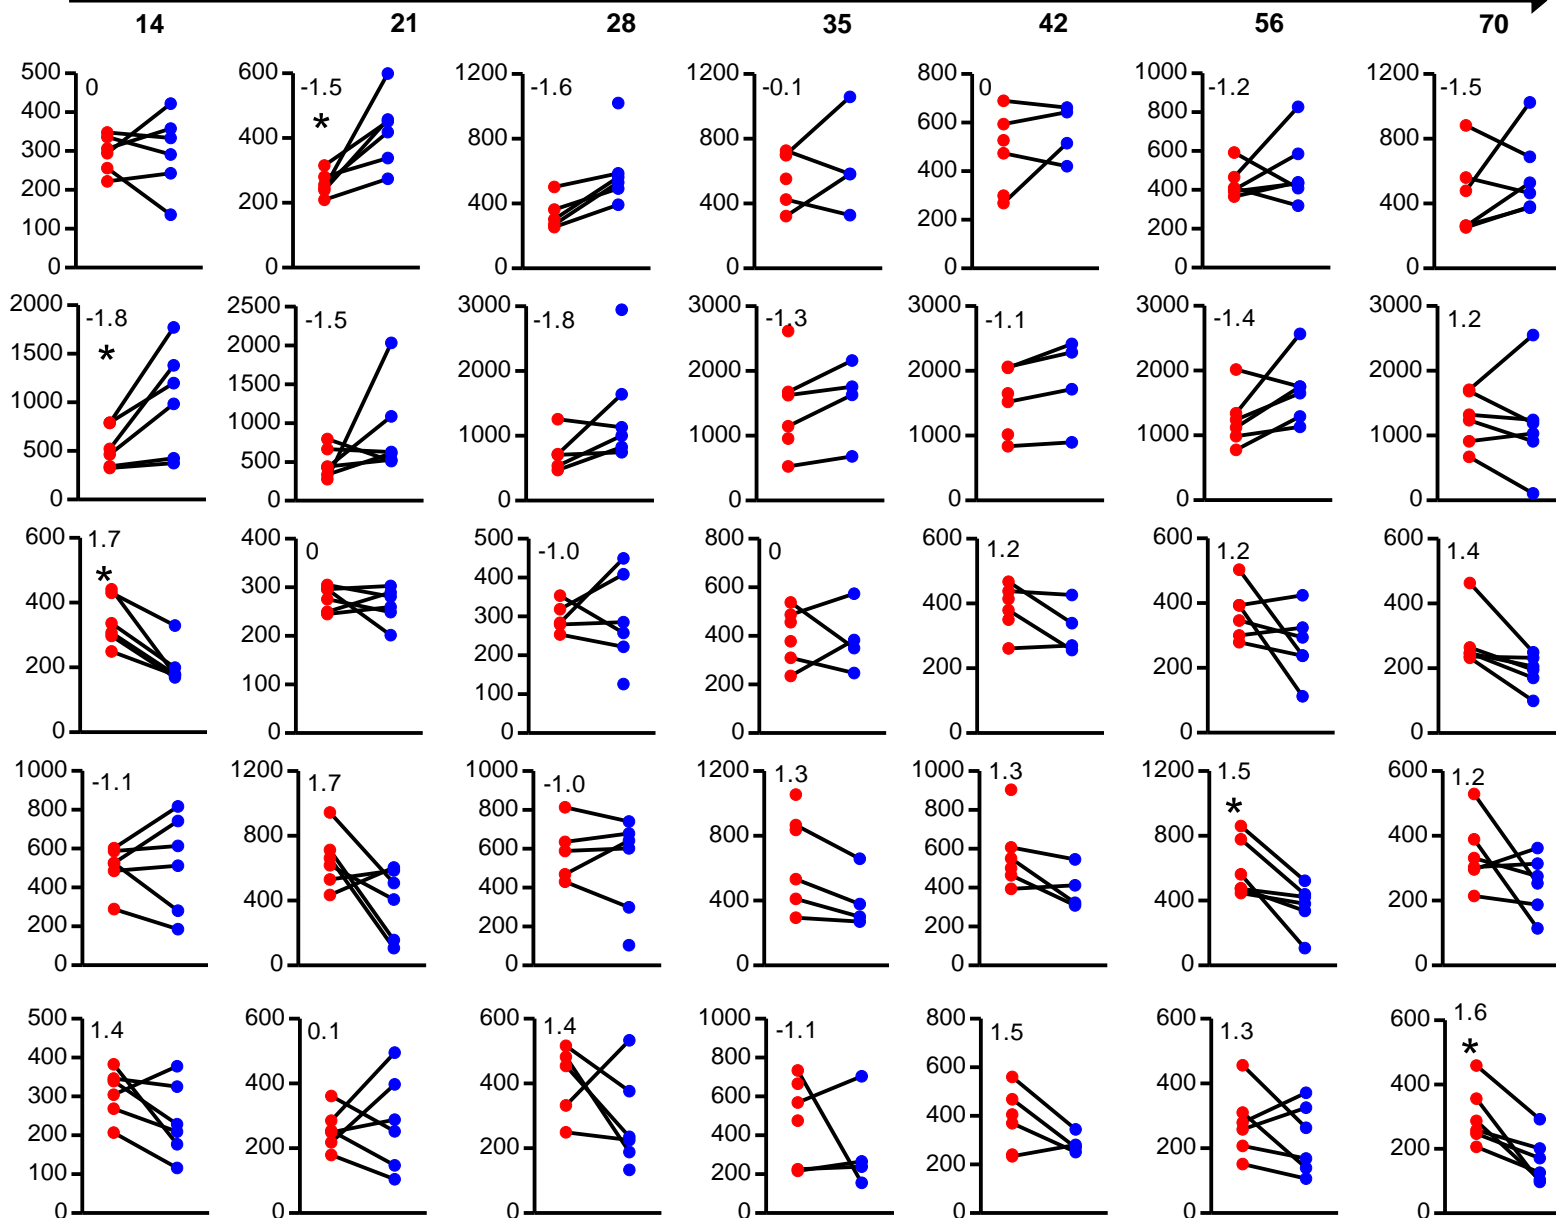

**Supplement:** Figure S2 — Individual values of genes differentially expressed between dominant p11C- and subdominant p54AS-specific CD8+ T cells. Shown are the individual normalized expression, measured in fluorescence units, for each A) maturation, B) cytotoxicity, and C) proliferation and apoptosis gene that was determined to be differentially expressed between p11C- and p54AS-specific cells. Plots include values for which its matching pair is missing and therefore were not used in determination of differential expression. Fold change values are indicated in upper left corner. An asterisk under fold change values is present if that gene met the criteria for differential expression on that timepoint. For those genes with more than one probe on the BeadChip, the numerical probe IDs are included in the gene name. Red, p11C. Blue, p54AS.

How the deposited data were processed for this re-analysis (not part of the article)

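CD8+ T cells specific for the dominant epitope p11C and the subdominant epitope p54AS of SIV were sorted by tetramer from 6 rhesus monkeys, and their RNA was measured on 90 bead arrays with human probes. The labels give animal, population and day for each array. The labels number the animals, and neither they nor the paper tie the numbers to the paper's names; the order of names in a legend was used here as a guess, on which no result rests. By that order animal 4, which has an array of p54AS-specific cells labelled as late chronic, would be the animal that the paper says died early, so the order may be wrong. The array was kept as labelled, and with no array of p11C-specific cells beside it entered the normalization, the filter and the mean signals, but no paired comparison. The animals are the replicates, and each population was measured once per animal and day. Naive cells of day 0 were not analysed here.

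The authors deposited non-normalized signal intensity with a detection p-value per probe, as exported from the scanner software, and a table of quantile-normalized signal, not on the log2 scale. Their background handling beyond quantile normalization is not given in the sources used here. Quantile normalization computed here from the deposited intensity matched the authors' normalized values to within 7.2e-10 on the log2 scale, so both sources give the same results. Of 48803 probes, 28098 have 1 gene symbol in the annotation table, 13 have several and 20692 have none there; probes with several were left unnamed. For 19 of 388 genes of Table 1, and 3 of 25 genes the study names in its results, no probe is named in that table, and these genes were not analysed here. Table 2 of the paper gives no probe numbers, so its rows for genes with several probes were not matched to probes.

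A detection p under 0.01 on at least 9 of 90 arrays left 9329 probes, 7827 of them with 1 symbol. Arrays lacked values for sets of probes, in 8 groups of arrays that lack exactly the same ones, and 8910 probes lack a value somewhere. A fit used the probes with a value on every array of its comparison, a rule set after the files were seen. The median signal of the kept probes was 204.5 and the 10th percentile 118, so that many probes lie near background. A probe not detected on any array of one population has only a bound there, and its fold is given as at least the mean of the population that detects it over the mean, per array, of the higher of the lowest detected signal and the probe's own.

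The study's criteria were applied to all probes of the genes of Table 1 and Table 2: a ratio of medians of at least 1.5 either way and an exact two-sided Wilcoxon signed-rank p of at most 0.05, unadjusted as in the study, with Benjamini-Hochberg adjusted values over the list beside it. With 6 pairs such an adjusted value can reach 0.05 only if most probes of the list have the smallest possible exact p. The same holds for sign-flip tests adjusted over the lists. Exact sign-flip tests over animals are two-sided. List means per animal cover the genes of a list that passed the filter with a value on every array, which can be fewer than the genes measured in a comparison. limma 3.58.1 in R 4.3.3 (statmod 1.5.0) was fitted per day with the animal as a block, on each animal's mean difference over days 14 to 70, on the change from day 14 to day 70 in each population, and on the difference of these changes, at an adjusted p of 0.05. Gene lists, 19 in all and written before the data were examined, were tested with camera at a preset correlation of 0.01 on the probe with the highest mean signal per gene, with fry and an estimated correlation beside it. Of 114 list tests in the 6 comparisons between the populations, 40 passed with the preset correlation and 0 with an estimated one. Of 57 list tests of the changes over time and their difference, which were run in addition, 2 passed with the preset correlation and 0 with an estimated one. By fry, the lists that camera called in the mean over days had an adjusted p of 0.114 to 0.298. The mitosis and DNA replication list had 0.102, 0.489, 0.196 and 0.17 on days 14, 21, 56 and 70, and 0.0433 in late chronic infection. For the change in p11C-specific cells fry gave 0.0135 each for the cytotoxicity and exhaustion lists. Figures were drawn with matplotlib 3.10.9.

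Genes named in the text are those the study names, GZMA, PRF1, IFNG, TNF, IL2, CCL4 and CCL5, the 10 probes with a gene name leading each limma comparison, and the 4 members of a list with the smallest p. The paper's values had been read when this rule was set. PRKAR1A, CCNF, BCL2L1 and probe ILMN_1898071 fall outside it and were chosen after their values were seen.

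The pairing comes from the animal, named in the labels. Arrays of the same animal deviated together from their group means, with mean correlations of 0.508, 0.357, 0.403 and 0.292 on days 14, 21, 56 and 70, over 0.1 in 23 of 24 pairs. No arrays were duplicates of each other (highest correlation 0.992). In 2 pairs of day 28 and 1 pair of day 56 the arrays belong to different groups of missing probes. Days 14 and 70 lie in different groups within every animal, and a fit with the groups as a random block was added for the changes over time.

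The procedures were tested on simulated data made from the spread of the real probes. For day 14, with 7672 probes, limma recovered 82% of probes changed by 1 on the log2 scale and 99% of those changed by 2, and for day 70, with 8889 probes, 50% and 92%. Of unchanged probes, the study's criteria called 0.174% on day 14 and 0.679% on day 70. The simulations held only probes past the detection filter, with noise drawn for each probe on its own. The real calls used probes without this filter, so these rates are not their chance rates.

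Alternatives, set before the data were examined except for the covariates, the groups of arrays and the pairs split between them, covered background correction, scaling, filters, pairing, moderation of variances, array weights, a fit of all days, the definition of the fold, the probe per gene and leaving out each animal. Slide as a block was not run, because the files give no slide.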

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

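The comparisons over animals' means and the fits with markers or detected probes as a covariate were chosen after the results had been seen, and the tests within animals before.

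Genes of naive and central memory cells were lower and genes of mitosis and DNA replication higher in p11C-specific cells, and p54AS-specific cells carried more signal of B cell and monocyte markers (CD79B 353.2 against 127.8 and CD68 382.9 against 347.5, mean signals). Of the 12 and 14 genes of these lists, 2 and 1 are also on another list. Other cells in the p54AS sorts, which the study gates to single CD3+CD8+ lymphocytes and gives as at least 95% pure, are a candidate explanation. Lowering the mitosis list by the measured difference through RNA without its transcripts would take 23.6% of the RNA, against at most 5% of the cells at the purity the paper states, which argues against other cells as its whole cause if each sort had that purity and cells carried like amounts of RNA; neither was measured here. Within animals over days, the difference at equal marker levels was -0.416 on the log2 scale for the naive list and 0.377 for the mitosis list, against -0.412 ± 0.366 and 0.388 ± 0.323 measured (SD, n = 6), with the same sign in 6 of 6 animals (exact sign-flip p = 0.03125). This bound, set beforehand, was not decisive, because within animals the markers hardly moved with the lists (slopes -0.0108 and -0.0327, r -0.0146 and -0.0565), so that the adjustment could move nothing. Over the animals' means -0.0992 (standard error 0.14) and 0.0751 (standard error 0.0742) were left. Camera with these markers as a covariate ended the call of the naive list (adjusted p = 0.365, range over alternatives 8.77e-09 to 0.378) and kept that of the mitosis list (adjusted p = 0.0029, range over alternatives 1.5e-23 to 0.378), although what was left of the latter over animals' means was about as large as its standard error. The calls of both lists were lost with an estimated correlation (adjusted p = 0.378 each). On days 14 and 21 both lists kept their calls with this covariate at the preset correlation, and on day 70 neither did. On day 56 and in late chronic infection the mitosis list kept its call (4.47e-05 and 1.35e-19) and the naive list lost it (0.127 and 0.912). In late chronic infection every animal had lower markers in p11C-specific cells, so equal levels lie outside the measured range and the late values are extrapolated. Other cells in the sorts and a difference in maturation or proliferation therefore cannot be told apart here. At equal numbers of detected probes, -0.28 (standard error 0.121) for the naive list and 0.266 (standard error 0.099) for the mitosis list were left over animals' means. These are most of the measured differences, but with 6 animals and such standard errors they argue only weakly against a lower yield of p54AS arrays as the whole cause. Within animals -0.424 and 0.397 were left, with weak relations to detection (r 0.191 and -0.173), so that this adjustment could move little. Arrays of p11C-specific cells detected 139.9 ± 297.6 more probes (SD, n = 6; exact sign-flip p = 0.3125).

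Probe ILMN_1898071, which has no gene name in the annotation used here and which the paper does not report, had a higher signal in p11C-specific cells in 42 of 42 pairs. It was detected on 42 of 42 arrays of p11C-specific cells in these pairs and 2 of 42 of p54AS-specific cells, and on days 21 and 56 its difference was at least 2.32- and 2.85-fold. Within animals 1.73 was left at equal B cell and monocyte markers and 1.7 at equal detection, but with slopes near 0 (r 0.0387 and 0.136) these values decide little. Over animals' means 1.3 (standard error 0.113) and 1.59 (standard error 0.177) were left, each above 0 by more than its spread, against 1.71 ± 0.432 measured (SD, n = 6). This argues against B cells and monocytes, as their markers track them, and against detection as the whole cause. Other cells that these markers do not track were not tested. Its limma call in the mean over days (adjusted p = 0.0266) was lost with either covariate (0.0621 with markers, 0.0904 with detected probes), where 1.3 and 1.59 were left, and on leaving out animal 1, 3, 4, 5 or 6 (range over alternatives 0.00178 to 0.284). Without those animals the log2 difference was 1.65 to 1.82, against 1.71 in the main fit. The call was also lost with arrays scaled to a common median (difference 1.6, adjusted p = 0.054) and without a filter (1.71, 0.077). As a hypothesis, the transcript may differ between the populations themselves, which was not tested.

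In late chronic infection, when the paper reports only exhaustion-associated genes, the mitosis and DNA replication list was higher in p11C-specific cells by 0.535 ± 0.175 on the log2 scale (SD, n = 5), in 5 of 5 animals (exact sign-flip p = 0.0625, the smallest that 5 pairs allow). Markers of B cells (-1.2 ± 1.43), monocytes and neutrophils (-0.547 ± 0.49) and natural killer cells (-0.526 ± 0.63) were lower in 5 of 5 animals at that time (SD, n = 5). With B cell and monocyte markers as a covariate the mitosis list had a camera adjusted p of 1.35e-19 (range over alternatives 1.23e-28 to 0.23). Equal marker levels lie outside the range of these animals, so this value is an extrapolation and decides little about other cells. Its call at that time was lost with an estimated correlation (adjusted p = 0.23), while fry gave an adjusted p of 0.0433, against 0.114 in the mean over days. At NUSAP1 probe 1726720 the difference was larger on day 70 than on day 14 by 0.96 ± 0.725 on the log2 scale (SD, n = 6; exact sign-flip p = 0.03125), which did not pass when adjusted over the 15 probes tested (0.234). This probe was also called on day 70, which favours such a value, so that a growing difference was not shown. Another NUSAP1 probe (2409298), near background, changed by -0.157 in p11C-specific and -0.19 in p54AS-specific cells.

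In 5 of the 43 groups tested 1 sample stood far from the others, and chance gives this in about 1 group in 20. Detected probes numbered 8162 in animal 4 among p11C-specific cells of day 70, against 6018 to 6573 in the others. They numbered 4326 in animal 3 among p54AS-specific cells of day 21, against 6571 to 7842. The difference of UBE2C on day 56 was 1.74 in animal 2, against 0.194 to 0.748, and that of AURKB 2.27, against 0.156 to 0.844. The list of natural killer cell markers differed by -2.02 in animal 2, against -0.462 to 0.0363 in the others.

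The 2 populations were exchanged within animals, or the 2 days for a change within a population, with the following counts. The 71 probes that changed from day 14 to day 70 in p11C-specific cells exceeded the other splits (highest 1). Only 1 of 32 splits, the real one, reached them, the smallest share these allow, which makes chance unlikely but does not exclude it. Days 14 and 70 lie in different groups of arrays within every animal, so the splits cannot tell a change with time from a difference between the groups. With arrays scaled to a common median 0 probes were called for this change. The 2 probes of the mean over days (highest other 1), the 1 probe of day 21 and the 1 probe of the change in p54AS-specific cells (highest other 0) were each reached in 1 of 32 splits, the smallest share these allow. These counts carry little weight, because 0 probes were called on day 21 on leaving out any 1 animal, in the mean over days on leaving out animal 1, 3, 4, 5 or 6, and in the p54AS change on leaving out animal 1 or 5. A lost call need not mean a smaller difference. Probe ILMN_1898071, called on day 21, was higher in p11C-specific cells in 6 of 6 pairs that day. In the mean over days its log2 difference was 1.65 to 1.82 in the fits without an animal that lost the call. Limma called 0 probes on days 14, 56 and 70 and for the difference of the changes, which all 32 of 32 splits equal, with 1005, 573, 552 and 303 probes at an unadjusted p under 0.05. A share of 0.05 of the probes tested is 384, 383, 444 and 383, so the counts of the 3 days lay above it and the last below. The zeros of single days depend on the fit, and neither show nor exclude a difference: a single fit of all days called 14, 2 and 168 probes on days 14, 56 and 70, and scaling to a common median 1042, 1 and 0. The splits were not repeated with these. In late chronic infection 1 probe was called (highest other 0) in 16 splits, too few for a share under 0.05. By the study's criteria, the 5 probes of Table 1 on day 14 (highest other 4) and the 6 on day 70 (highest other 5) were reached in 1 of 32 splits, by a margin of 1 probe, too narrow to exclude chance firmly. Among all 28085 named probes of day 70 the criteria called 94. The simulated rate of 0.679% for that day covers only probes past the detection filter, and is not the chance rate for the unfiltered probes of Table 1. The 2 probes of day 21 were reached in 10 of 32 splits and the 2 of day 56 in 4 of 32 (highest other 4 each), and chance is not excluded.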

How the results depend on the processing

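The covariates, the array sets and the pairs split between them were chosen after seeing the data; the cause of a change was not tested unless given. The series matrix gives identical values by construction, leaving out an animal gives values but no calls under the study's criteria, because 5 pairs cannot reach the threshold, and the platelet list had no gene left under the stricter filter. A change of sign is counted as reversed only where a value passed its threshold in either setting. Low signal over background limits CCR7, CTLA4, the cytokines, and GZMB and UPP1 on day 70.

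Probes called by limma, 0, 1, 0, 0, 1 and 2 on days 14, 21, 56 and 70, late and in the mean over days, and 71 and 1 for the changes in p11C and p54AS, moved as follows. Normexp gave 4 on day 14 and 1 on day 56. Scaling to a common median gave 1042 on day 14, of which 1030 were higher and 12 lower, with the median of all probes at 0.201 (0.0271 with quantile normalization), 1 on day 56, and 0 on day 21, late, in the mean over days and in both changes. Without a filter, 1 on day 56, 1 in the mean over days and 47 for p11C; with the stricter filter 1, 1 and 2 for p54AS. With no replicate block, which ignores the pairing of the animals, 1 on day 56 and 1 in the mean over days were called. Trend and robust moderation gave 3 on day 14, 1 on day 56, 1 in the mean over days, 112 for p11C and 2 for p54AS. Array weights gave 2 on day 56, 399 in the mean over days and 9 for p54AS. A single fit of all days gave 14 on day 14, 2 on day 56 and 168 on day 70. Detected probes as a covariate gave 8 on day 14, and that and the marker covariate gave 0 on day 21, late and in the mean over days. Without split pairs 1 was called in the mean over days, and array set as a random block gave 78 for p11C and 2 for p54AS. Leaving out 1 animal gave 0 on day 21 for each animal, 0 to 1 late, 0 to 5 in the mean over days (5 without animal 2), 35 to 58 for p11C and 0 to 2 for p54AS.

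Calls by the study's criteria, 14 in Table 1 (2 maturation, 2 cytotoxicity, 10 cell cycle), were 27 with normexp (5 cytotoxicity, 19 cell cycle, and 2 and 1 in Table 2 on days 14 and 70), 26 with scaling (1, 8 and 17) and 5 at a fold of 2 (0 cytotoxicity, 3 cell cycle, 0 in Table 2 on day 14). With no replicate block, 1 maturation gene and 0 of Table 2 on day 14 were called, the latter 1 with the pairing. Single genes that lost the call were IL7R on days 14 and 70, CDC42 on day 70 and LAG3 on day 14; other counts without the block stayed within 1.5 times. With normexp the median of all probes moved by -0.109 in the p54AS change.

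Of 40 list tests between the populations past the threshold, 0 passed with an estimated correlation, where the 8 lists called in the mean over days had an adjusted p of 0.378, or 0.432 for natural killer cells. Under the stricter filter 25 list tests passed, and B cells (0.11), monocytes (0.11) and natural killer cells (0.564) lost the call, and the last also without split pairs (0.0545), with detected probes as a covariate (0.174) and on leaving out 1 animal (0.0201 to 0.118). With B cell and monocyte markers as a covariate 11 list tests passed; cytotoxicity of Table 1 (0.149), naive and central memory (0.365), oxidative phosphorylation (0.209) and monocytes (0.986) lost the call in the mean over days, and B cells (0.821) and natural killer cells (0.762) reversed, while mitosis and effector lists stayed past the threshold. B cells and monocytes do so by construction. The same covariate reversed, without a call, effector genes (0.818) and monocytes (0.355) on day 14, cytotoxicity, naive genes and B cells (0.838 each) and monocytes (0.803) on day 70, and B cells late (0.0679); the stricter filter reversed natural killer cells on day 14 (0.978).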

Differences from the paper's values

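By the rule set before the data were examined, none of the 34 fold differences compared with the paper's differed by more than both the spread between animals and 1.5 times. Those of HAVCR2, CD160 and TBX21 compare probes detected on 0, 2 and 3 of 90 arrays. The widest gap was LAG3 on day 14, where the paper's fold difference is 3.2 and the value here 1.6. By the rule it is not counted as a difference, because the fold within animals had an SD of 2.9 (n = 6). That spread between animals does not measure how far 2 values computed from the same animals may part. The paper's value was therefore not reproduced here, whatever the rule gives. The median of the folds within animals was 1.56, and arrays scaled to a common median gave 2.51, and leaving out 1 animal gave 1.33 to 1.89, so that no alternative run reached the paper's value. CCR7 on day 14, 2.21-fold here and 2.4-fold in the paper, parted from it by this rule with normexp background correction (4.92) and with arrays scaled to a common median (1.59).

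At the study's stated thresholds, some calls part from the paper's. IL7R on day 56 was 1.41-fold (the paper's value is 1.5), GZMB on day 14 1.43-fold (the paper's 1.5), probe 1659753 of LAMP2 on day 14 1.49-fold (the paper's 1.5) and AURKB on day 56 1.28-fold (the paper's 1.5). Each had the paper's direction in 6 of 6 animals and fell below the threshold of 1.5. GZMB and this probe of LAMP2 were called with normexp background correction (1.54 and 2.08) and with arrays scaled to a common median (1.98 and 1.64), and AURKB with the median of the folds within animals (1.51). GZMB was also 1.51-fold without animal 3 or 6 and 1.53-fold without animal 5, where the test could not reach its threshold. No alternative called IL7R on day 56, although it was 1.79-fold with arrays scaled to a common median and 1.65-fold on leaving out animal 1, 5 or 6. The paper lists CTLA4 on day 14 as differentially expressed in 1 of its rows, which was not matched to a probe here. No CTLA4 probe was called, and none was detected in p54AS-specific cells on that day; with normexp background correction probe 2261627, detected on 2 of 6 arrays of p11C-specific cells, met the criteria. The paper marks LAG3 in late chronic infection as significant, and with the 5 pairs here the exact p was 0.0625. PRKAR1A, CCNF and BCL2L1 were called here and are not among the genes the paper reports as differentially expressed; by the median of the folds within animals (1.37, 1.41 and 1.2) they were not called. By that median, set as an alternative before the data were examined, 12 of the 16 fold differences compared from Table 1 lay nearer to the paper's values, 3 farther and 1 equally far, among them UHRF1 (2.58, by the ratio of medians 2.13, the paper's 2.5), CDC42 (1.93, 1.59, the paper's 1.9), CCND2 (1.7, 2, the paper's 1.6), IL7R on day 70 (1.86, 2.25, the paper's 1.9) and ATM (1.55, 1.74, the paper's 1.5). Of the 18 of Table 2, 7 lay nearer and 10 farther. The array annotation used here names more LAMP2 probes than the paper counts.

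In Table 2 the paper places EOMES in late chronic infection higher in p54AS-specific cells, and here it was 1.24-fold higher in p11C-specific cells, in 4 of 5 animals. For CD244, HAVCR2 and CD160 on day 14 no direction can be set beside the paper's, because their probes were detected on 1, 0 and 1 of 12 arrays. The direction of LAG3 at all 3 times matched the paper's.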

Other observations

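Expression differed between days 14 and 70 inside the p11C-specific population, but the arrays of these days also belong to different groups. From day 14 to day 70, 36 probes rose and 35 fell by limma. GZMB was 3.96-fold lower on day 70, while EOMES was 3.83-fold higher (adjusted p = 0.000908 each), both in 6 of 6 animals. In p54AS-specific cells GZMB was 2.54-fold lower (adjusted p = 0.215) and EOMES 2.74-fold higher (adjusted p = 0.313), also in 6 of 6 animals. UPP1, which encodes uridine phosphorylase, was 4.52-fold lower in p11C-specific cells (adjusted p = 0.001) and 4.99-fold lower in p54AS-specific cells (adjusted p = 0.00532). On day 70 UPP1 was detected on 3 of 6 arrays of each population, and GZMB on 5 of 6 of p11C- and 4 of 6 of p54AS-specific cells. Background may therefore limit these folds. In p54AS-specific cells 1 probe passed, with 663 at an unadjusted p under 0.05, where a share of 0.05 of the probes is 383. However, 0 probes passed the test of the difference between the populations' changes, so that these changes were not shown to differ. With arrays scaled to a common median 0 probes passed in either population, and the median of all probes then moved by -0.277 on the log2 scale in p11C-specific cells, and by -0.18 in p54AS-specific cells. Leaving out 1 animal gave 35 to 58 probes in p11C-specific cells. The mitosis and DNA replication list fell from day 14 to day 70 in both populations, with 34 of 35 genes lower in p11C-specific cells (camera adjusted p = 1.22e-06; adjusted p = 0.794 with an estimated correlation) and 32 of 35 in p54AS-specific cells (1.66e-07; adjusted p = 0.663 with an estimated correlation). The arrays of these days belong to different groups of missing probes within every animal. With these groups as a random block, a fit chosen after seeing the data, 78 probes passed in p11C-specific cells and 2 in p54AS-specific cells.

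Genes of oxidative phosphorylation were also higher in p11C-specific cells over days 14 to 70, with 12 of 14 measured genes above 0 and COX5B, a subunit of cytochrome c oxidase, 1.34-fold higher in 6 of 6 animals (camera adjusted p = 0.00493; adjusted p = 0.378 with an estimated correlation). This call was also lost with B cell and monocyte markers as a covariate, chosen after seeing the data (adjusted p = 0.209). Markers of other cells were lower in p11C-specific cells over the same days: B cells (adjusted p = 0.00212), monocytes and neutrophils (0.00189) and natural killer cells (0.0481), with an estimated correlation adjusted p = 0.378, 0.378 and 0.432. Under the stricter filter the camera calls of these lists were lost (0.11, 0.11 and 0.564). The natural killer list differed by -2.02 in animal 2, against -0.462 to 0.0363 in the others, and lost its call without animal 2 (0.118). The remaining lists did not pass over these days: T cell receptor activation (adjusted p = 0.837), interferon-stimulated genes (0.787), glycolysis (0.385), stress and handling (0.24), CD4 T cells (0.342), red cells (0.787), platelets (0.661) and the cell cycle and apoptosis genes of Table 1 (0.519). For glycolysis, 6 of 6 animals had a higher list mean in p11C-specific cells, by 0.12 ± 0.0821 on the log2 scale, and for stress and handling 6 of 6 had a lower one, by -0.113 ± 0.0707 (SD, n = 6; exact sign-flip p = 0.03125, adjusted over the lists 0.099 each).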
